# Differing impact of phosphoglycerate mutase 1-deficiency on brown and white adipose tissue

**DOI:** 10.1016/j.isci.2022.104268

**Published:** 2022-04-18

**Authors:** Yohko Yoshida, Ippei Shimizu, Yung-Ting Hsiao, Masayoshi Suda, Goro Katsuumi, Masahide Seki, Yutaka Suzuki, Shujiro Okuda, Tomoyoshi Soga, Tohru Minamino

**Keywords:** Physiology, Molecular physiology, Molecular biology

## Abstract

Brown adipose tissue (BAT) is a metabolically active organ that contributes to the thermogenic response to cold exposure. In addition, other thermogenic cells termed beige adipocytes are generated in white adipose tissue (WAT) by cold exposure. Although activation of brown/beige adipose tissue is associated with mobilization of both glucose and lipids, few studies have focused on the role of glycolytic enzymes in regulating adipose tissue function. We generated mouse models with specific deletion of the glycolytic enzyme phosphoglycerate mutase 1 (PGAM1) from adipose tissue. Deletion of Pgam1 from both BAT and WAT promoted whitening of BAT with beiging of visceral WAT, whereas deletion of Pgam1 from BAT alone led to whitening of BAT without beiging of WAT. Our results demonstrate a potential role of glycolytic enzymes in beiging of visceral WAT and suggest that PGAM1 would be a novel therapeutic target in obesity and diabetes.

## Highlights

• Pgam1 deletion leads to whitening of brown adipose tissue
• Pgam1 deletion promotes beiging of visceral white adipose tissue (WAT)
• Pgam1 deletion-induced beiging is associated with increased levels of amino acids

## Introduction

The number of patients with obesity or diabetes has increased dramatically in the modern world, and these conditions have become major health problems for many societies (Van Gaal et al., 2006; Yanovski and Yanovski, 2002). It has been suggested that a potential therapeutic strategy for diabetes and its complications could involve activation of brown adipose tissue (BAT), which normally consumes excessive calories by generating heat in response to cold exposure (Hankir et al., 2016). Cold stimulates the sympathetic nervous system to promote lipolysis and thermogenesis, and is believed to be the most potent activator of BAT. Several studies have demonstrated that chronic acclimation of adult humans to cold increases the amount of activated BAT in the supraclavicular region, and this change is associated with improvement of insulin sensitivity (Lee et al., 2014) or with an increase of cold-induced energy expenditure (van der Lans et al., 2013; Yoneshiro et al., 2013). However, activation of BAT is impaired by aging, obesity, and the diabetic state in humans and in animal models (Cypess et al., 2009; Rogers et al., 2012; Yoneshiro et al., 2011), although the underlying molecular mechanisms have not been fully elucidated.

Cold exposure also activates inducible thermogenic adipocytes in white adipose tissue (WAT). These cells, known as beige adipocytes, appear to possess specific regulatory machinery for a thermogenic response and have a distinct developmental origin from brown adipocytes (Harms and Seale, 2013; Wu et al., 2012). In mice, inguinal WAT (iWAT) is known to readily undergo “beiging” in response to cold exposure, whereas gonadal WAT (gWAT) shows a much weaker beiging response, presumably because of differential expression of transcription factors involved in brown/beige adipocyte differentiation (Kajimura et al., 2015). In humans, supraclavicular BAT has a similar molecular signature to that of mouse beige adipocytes (Lee et al., 2014; Sharp et al., 2012; Shinoda et al., 2015; Wu et al., 2012), whereas BAT at other sites expresses classical BAT markers (Cypess et al., 2013; Nagano et al., 2015; Xue et al., 2015). A number of research groups have identified factors that regulate the activity of BAT and/or beige adipose tissue and could be potential therapeutic targets (Reitman, 2017; Villarroya and Vidal-Puig, 2013). These molecules include a number of growth factors and cytokines, such as fibroblast growth factor 21 (Fisher et al., 2012), adiponectin (Hui et al., 2015), natriuretic peptides (Bordicchia et al., 2012), prostaglandins (Vegiopoulos et al., 2010), and irisin (Bostrom et al., 2012). Thyroid hormone and parathyroid hormone are also known as BAT activators (Kir et al., 2016; Lin et al., 2015). Moreover, various transcription factors (Ma et al., 2015; Tai et al., 1996) and signaling molecules (Bi et al., 2014; Whittle et al., 2012) were reported to be involved in activating BAT and beige adipose tissue. Although β_3_-adrenergic stimulation is critical for activating thermogenic modulation by BAT and beige adipose tissue, other neurotransmitters such as adenosine (Gnad et al., 2014), serotonin (Crane et al., 2015), gamma-aminobutyric acid (Ikegami et al., 2018) also make a contribution.

Activation of BAT is associated with increased mobilization of glucose and lipids, which are utilized for generation of heat, and therefore BAT acts as a metabolic sink for these energy sources (Bartelt et al., 2011; Seale et al., 2011). The interaction between lipid metabolism and activation of BAT has been extensively investigated. For example, studies involving genetic deletion of factors that promote fatty acid oxidation have revealed an essential role of these factors in BAT activation by cold exposure (Ji et al., 2008; Lee et al., 2015; Tolwani et al., 2005). Inhibition of intracellular triglyceride lipolysis suppresses cold-induced activation of BAT in humans and animals, but lipolytic activity in BAT itself is not essential because defective BAT lipolysis can be fully compensated by circulating fatty acids derived from WAT (Schreiber et al., 2017; Shin et al., 2017). It has also been reported that lipid biosynthesis is required for the thermogenic response of BAT because it modulates the expression of mitochondrial electron transport chain components (Tan et al., 2015). Accumulating evidence suggests a critical role of glycolysis in regulating adipose tissue function (Hankir and Klingenspor, 2018; Isidor et al., 2020; Jung et al., 2021; Nguyen et al., 2020), but it remains unclear how glycolytic enzymes differently act on various adipose tissues. Therefore, we investigated whether BAT and WAT were regulated by the glycolytic enzyme phosphoglycerate mutase (PGAM), which catalyzes conversion of 3-phosphoglycerate (3PG) to 2-phosphoglycerate (2PG), by generating mice with adipose tissue-specific PGAM deficiency.

## Results

### Adipose tissue-specific Pgam1 deletion has differing effects on BAT and WAT

We first determined the level of Pgam expression in various mouse tissues. PCR revealed high levels of Pgam1 expression in the brain and BAT, as well as moderate Pgam1 expression in the WAT, aorta, liver, and kidney (Figure 1A). Pgam2, a muscle-specific isoform, was predominantly expressed by cardiac and skeletal muscle (Figure 1A). Then we generated adipose tissue-specific Pgam1 knockout mice (Adipoq-Cre; floxed Pgam1, Adipo-Pgam1 KO mice). PCR showed that Pgam1 expression was significantly reduced in the BAT of these mice, as well as in gonadal WAT (gWAT) and inguinal WAT (iWAT) (Figures 1B and S1A). Western blot analysis also demonstrated significant downregulation of Pgam1 expression in BAT and WAT, along with reduced enzyme activity (Figure 1C). Both body weight and food intake showed no differences between Adipo-Pgam1 KO mice and their littermate controls (Figures 1D and 1E). Analysis of CT data revealed a decrease of total WAT weight in Adipo-Pgam1 KO mice (Figure 1F). In these mice, BAT weight was increased and iWAT weight was reduced, whereas gWAT weight was unchanged (Figures 1G, 1H, and S1B). Investigation of the metabolic profile of Adipo-Pgam1 KO mice demonstrated lower energy expenditure (Figure 1I) and glucose intolerance/hyperinsulinemia compared with their littermate controls (Figure 1J). Despite these metabolic abnormalities, Adipo-Pgam1 KO mice showed superior cold tolerance compared with littermate controls (Figure 1K). Histological examination of Adipo-Pgam1 KO mice showed that the BAT of these animals contained larger lipid droplets and had undergone whitening, whereas gWAT and iWAT demonstrated an increase of beige adipocytes (Figure 1L). We also found an increase of macrophage infiltration into WAT of Adipo-Pgam1 KO mice (Figures S1C and S1D). These findings suggested that BAT dysfunction and WAT inflammation induced by Pgam1 deficiency led to abnormal glucose metabolism, but beiging of WAT contributed to preservation of the thermogenic response.

**Figure 1:**
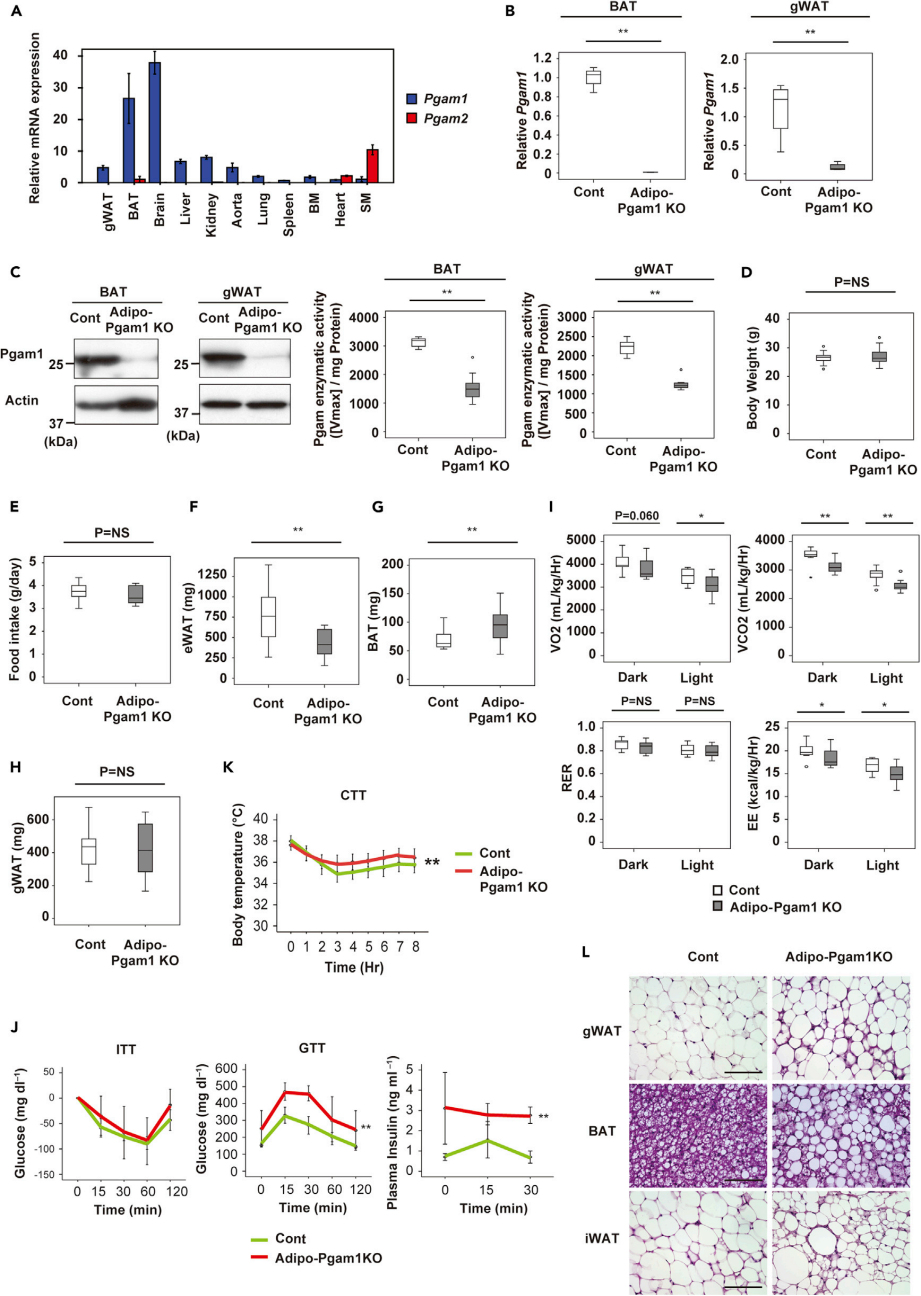
Adipose tissue-specific Pgam1 deletion has differing effects on BAT and WAT (A) Relative transcription level for *Pgam1* and *Pgam2* of whole body organs from 12-weeks-old C57BL/6N mice (each n = 4). (B) Transcripts for *Pgam1* of BAT (left panel) and gonadal WAT (gWAT) (right panel) from Adipo-Pgam1 knockout (Adipo-Pgam1 KO) and their littermate WT (Cont) mice (BAT; n = 4, 4, gWAT; n = 4, 4). (C) Left; Western blot analysis for Pgam1 in BAT (left) and gWAT (right) prepared in (B). Actin was used as loading control. Right; Pgam enzymatic activity of BAT (left) and gWAT (right) prepared in (B) (BAT; n = 9, 9, gWAT; n = 9, 9). (D) Body weight of mice prepared in (B) (n = 19, 16). (E) Food intake of mice prepared in (B) (n = 11, 8). (F) Visceral fat weight of mice prepared in (B) analyzed with CT scan (n = 12, 9). (G) BAT weight of mice prepared in (B) (n = 19, 16). (H) gWAT weight of mice prepared in (B) (n = 19, 16). (I) Oxygen consumption (VO_2_)(n = 16, 10), CO_2_ emission (VCO_2_)(n = 16, 10), respiratory exchange ratio (RER)(n = 16, 10) and energy expenditure (EE)(n = 16, 10) of mice prepared in (B). (J) Insulin tolerance test (ITT) (left) (n = 9, 4), glucose tolerance test (GTT) (middle) (n = 9, 4) and plasma insulin concentration during GTT (right) (n = 7, 3) of mice prepared in (B). (K) Acute cold tolerance test in mice prepared in mice prepared in (B) (n = 16, 13). (L) Hematoxylin and eosin (HE) staining of gWAT (upper panel), BAT (middle panel) and iWAT (lower panel) from mice prepared in (B). Scale bar = 100μm. Data were analyzed by the 2-tailed Student’s *t* test (B–I), or repeated measures followed by Tukey’s multiple comparison test (J and K). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant. See also Figure S1.

### Opposing metabolic profiles of BAT and WAT in Adipo-Pgam1 KO mice

To investigate the mechanisms underlying the phenotypic changes of BAT and WAT induced by Pgam1 deficiency, we conducted transcriptomic and metabolomic analyses of Adipo-Pgam1 KO mice and littermate controls. 

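RNA from BAT and gWAT of Adipo-Pgam1 KO mice and of littermate controls was hybridized to 1-colour Agilent arrays, with 4 arrays per tissue and genotype and 16 arrays in all. In these mice, Cre recombinase made under the adiponectin promoter deletes floxed Pgam1 in adipocytes. The sample labels give an age of 16 weeks, except for replicate 4 of the Adipo-Pgam1 KO mice in both tissues, which is given as 14 weeks. The labels also give 100 ng of RNA per array, whereas the paper's methods give 600 ng. For each of the 56605 probes, the authors deposited the scanner's signal intensity, from which the local background had been subtracted, and a table of normalized intensities. The deposited normalized value of a probe is close to its intensity divided by the 75th percentile of its array, on the linear scale. The same scaling was applied here to the scanner's intensities, which were then put on the log2 scale. The 75th percentile lay between 401.3 and 451.3 in the BAT control arrays and between 650.4 and 916.6 in BAT of Adipo-Pgam1 KO mice. In gWAT it lay between 570.3 and 855.5 in controls and between 657.7 and 831.5 in the gWAT arrays labelled Adipo-Pgam1 KO. Between 50.0% and 62.2% of probes were well above background on an array. The arrays lay on 3 slides, scanned on 2 days. Of the BAT arrays, 3 controls lay on slide 1, and the remaining control lay on slide 2 with all 4 Adipo-Pgam1 KO arrays. Of the gWAT arrays, 3 controls lay on slide 2, and the remaining control lay on slide 3 with all 4 arrays labelled Adipo-Pgam1 KO. Each gene was represented by its brightest probe. A gene was tested in a tissue if it was well above background on all 4 arrays of at least 1 genotype. Genotypes were compared with limma, adjusted by the Benjamini-Hochberg method, and the number of arrays limits the precision.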

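The array carries 2 probes for Pgam1, and both were well above background on all 16 arrays. In BAT, the normalized log2 intensity of the brighter probe, A_51_P342669, was 7.94 ± 0.10 (SD, n = 4) in littermate controls and 6.20 ± 0.17 (SD, n = 4) in Adipo-Pgam1 KO mice. The log2 change was -1.74 (standard error 0.11, adjusted p = 1.11e-05), a relative expression of 0.300. In gWAT, the same probe stood at 5.36 ± 0.29 (SD, n = 4) in controls and at 6.31 ± 0.25 (SD, n = 4) in the arrays labelled Adipo-Pgam1 KO. Pgam1 was thus higher in the arrays labelled Adipo-Pgam1 KO, by 0.95 on the log2 scale (standard error 0.19, adjusted p = 0.0139), a relative expression of 1.92. The second probe, A_55_P2727354, changed by -1.65 in BAT and by 1.02 in gWAT. With either probe and in either tissue, the 2 groups did not overlap (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). The change differed between the tissues by 2.69 (interaction in limma, standard error 0.22, adjusted p = 2.59e-06). Of the alternatives tried, spike-in scaling moved Pgam1 in gWAT most, to 1.39, and Actb and Rplp0 scaling moved Pgam1 in BAT most, to -2.33. With the slide as a fixed block, which rests on a single control array on the slide of the arrays labelled Adipo-Pgam1 KO, the change in gWAT was 0.75 (standard error 0.30) and was no longer past the threshold (adjusted p = 0.248). The paper's text does not name the floxed exons, so it is not known whether either probe lies in the deleted sequence. Because the gene targeted by the knockout was higher in them, the gWAT arrays are described by their label, and each direction given for gWAT rests on that label.

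**Figure D1:**
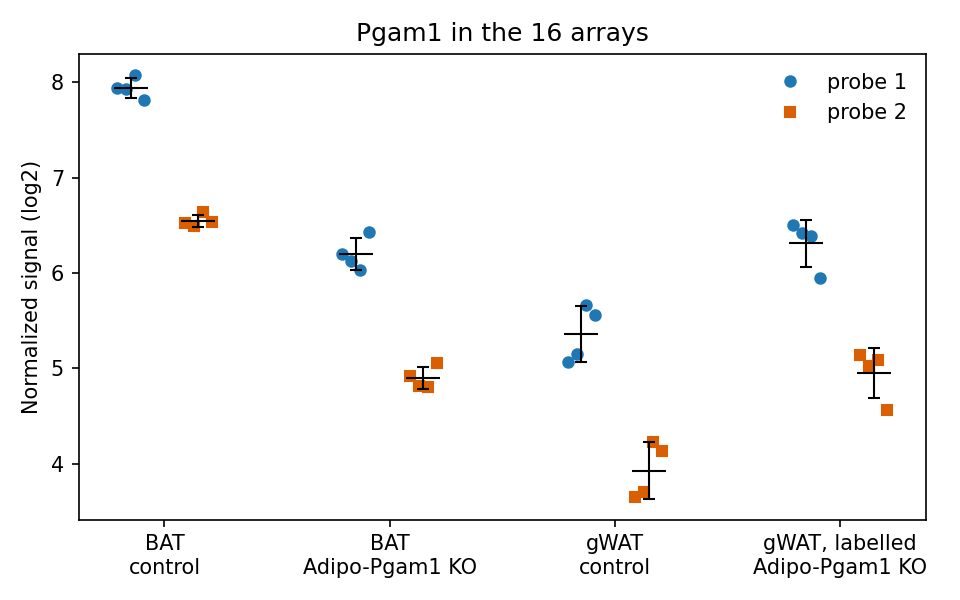
Normalized log2 intensity of Pgam1 on each of the 16 arrays, by tissue and labelled genotype, for probe 1 (circles) and probe 2 (squares), with the mean and SD of each group of 4 arrays. Both probes lie lower in BAT of Adipo-Pgam1 KO mice and higher in the gWAT arrays labelled Adipo-Pgam1 KO, without overlap between the groups.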

Transcriptomic analysis demonstrated marked downregulation of enzymes involved in glycolysis and the tricarboxylic acid (TCA) cycle in BAT from Adipo-Pgam1 KO mice compared with BAT from littermate controls (Figures 2A and 2B), corresponding to the observed whitening of BAT in the KO mice (Figure 1L). In contrast, expression of these enzymes was upregulated in WAT from Adipo-Pgam1 KO mice, particularly gWAT, compared with WAT from littermate controls (Figures 2A, 2B, S2A, and S2B). 

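In BAT, 8777 of the 14280 genes tested passed an adjusted p of 0.05 in limma, of which 3928 were higher and 4849 lower in Adipo-Pgam1 KO mice than in littermate controls. Of these, 2077 were at least 2-fold higher and 1690 at least 2-fold lower. The groups did not overlap in 57.1% of the genes tested, against 2.86% by chance. Testing the probes without a gene symbol as well moved the count most, to 13319, an alternative chosen after seeing the data. The share of called genes that were higher was 44.8%, but 79.7% when the arrays were scaled by their spike-in controls and 17.7% when scaled by Actb and Rplp0. A list of 24 glycolytic enzymes was written by hand without Pgam1, and 21 of them were tested in BAT. Of these, 16 were lower and 5 higher in Adipo-Pgam1 KO mice, with a median log2 change of -0.70 and a mean of -0.14. Their median changed sign to 0.10 under quantile normalization and to 0.11 under normexp background correction with quantile normalization. In limma's camera test with a preset inter-gene correlation of 0.01, the list did not pass the threshold (adjusted p = 0.0644 over 14 lists). It passed in the fry test (adjusted p = 0.00297), as did each of the 14 that passed in camera in either tissue, whereas with the correlation estimated from the data no list passed. Adjusted over all genes tested, 12 enzymes were lower and 4 higher, and the counts were 12 and 4 when adjusted over the list alone. The largest fall was that of Pfkm, with a log2 change of -1.71 (standard error 0.15, adjusted p = 2.90e-05). Pfkl changed by -1.24 (standard error 0.15, adjusted p = 1.26e-04) and Ldha by -0.92 (standard error 0.10, adjusted p = 1.15e-04). Aldoa and Gapdh changed by -0.80 and -0.70, but by 0.16 and 0.29 under quantile normalization. The other probes of Gapdh changed by -0.46 to -0.18, less than its brightest. In contrast to these enzymes, Hk1 rose by 1.10 (standard error 0.15, adjusted p = 3.18e-04) and Aldoc by 3.65 (standard error 0.30, adjusted p = 2.45e-05). All 18 enzymes of the TCA cycle list were lower and past the threshold, also when adjusted over the list alone, with a median of -1.13 (camera, adjusted p = 1.61e-07). Sucla2 fell most among them, with a log2 change of -1.91 (standard error 0.14, adjusted p = 1.61e-05), and Cs, which changed by -0.86 (standard error 0.13, adjusted p = 4.68e-04), was 0.046 under quantile normalization.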

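Of the WAT depots, gWAT was analysed here, and Pgam1 itself was higher in the gWAT arrays labelled Adipo-Pgam1 KO. In gWAT, 2525 of the 14149 genes tested were past the threshold, of which 1414 were higher and 1111 lower in the arrays labelled Adipo-Pgam1 KO than in controls. At least 2-fold changes were seen for 489 higher and 405 lower genes. The groups did not overlap in 24.2% of the genes tested. The count of genes past the threshold moved most, to 184, with the slide as a fixed block. The median standard error of the 2525 genes rose from 0.18 to 0.28. With this block, the change sets the arrays labelled Adipo-Pgam1 KO against the single control array on their slide. All 2525 genes kept their direction, but that control array also entered their selection. The kept directions therefore do not argue against a difference between slides. The count also moved when single arrays were left out, from 1080 without replicate 1 of the arrays labelled Adipo-Pgam1 KO to 3211 without their replicate 4. In 5 of 8 such fits it fell by more than 1.5 times. It was 1144 without replicate 3 of the arrays labelled Adipo-Pgam1 KO and 1188 without control replicate 2, so the fall was not particular to replicate 1. The share of called genes that were higher was 56%. It rose to 95.3% under spike-in scaling and to 71.0% when the arrays were centred on their medians. It fell to 35.9% with the slide as a fixed block, to 49.7% under quantile normalization and to 49.4% with normexp. The difference between the tissues, tested as an interaction over all 16 arrays, was past the threshold for 7162 of 14820 genes, with a more positive change in gWAT for 4057 and in BAT for 3105. Among the 13609 genes tested in both tissues, 1519 were past the threshold in both, 857 of them in the same direction and 662 in opposite directions. Across these genes, which are not independent replicates, the changes in the tissues were weakly related (Spearman's rho 0.092). All 22 glycolytic enzymes tested together in gWAT were higher in the arrays labelled Adipo-Pgam1 KO, with a median log2 change of 1.12 (camera, adjusted p = 1.39e-07). Of these, 12 passed the threshold over all genes and 13 when adjusted over the list alone. The change of the list differed between the tissues by 1.82 (interaction, adjusted p = 6.03e-05). Pkm rose most, by 2.18 (standard error 0.26, adjusted p = 0.00266), and Pfkl rose by 1.89 (standard error 0.24, adjusted p = 0.00326). Gapdh rose by 1.47 (standard error 0.22, adjusted p = 0.00565). Pdha1 was left out of the list test for a spot of irregular signal on 1 array, and rose by 1.50 (standard error 0.24, adjusted p = 0.00832). Hk1, with a change of 0.53 (standard error 0.16, adjusted p = 0.0456), did not pass when any single array other than control replicate 1 was left out. The change of Ldha, 0.33 (standard error 0.20, adjusted p = 0.279), was not past the threshold. All 18 TCA cycle enzymes were higher, with a median of 0.65 (camera, adjusted p = 8.57e-06). Among them, 10 passed over all genes and 12 when adjusted over the list alone. Idh3b rose most, by 1.29 (standard error 0.20, adjusted p = 0.00630), whereas Idh3g, with 0.51 (standard error 0.19, adjusted p = 0.0895), did not pass. The interaction for this list was 1.82 (adjusted p = 1.85e-10).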

Metabolomic analysis of the glycolytic pathway revealed a marked increase of 3PG in BAT and WAT confirming *Pgam1* gene deletion (Figures 2A and S2B). Consistent with the results of transcriptomic analysis of the TCA cycle, intermediate metabolites of this cycle were decreased in BAT and increased in WAT from Adipo-Pgam1 KO mice compared with the corresponding tissues from littermate controls (Figures 2B and S2B). Similarly, components of the mitochondrial oxidative phosphorylation system showed downregulation in BAT versus upregulation in WAT from Adipo-Pgam1 KO mice (Figures 2C, S2A, and S2B). 

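Of the nuclear genes for oxidative phosphorylation on the list, 79 were tested in each tissue. In BAT, 76 were lower in Adipo-Pgam1 KO mice, with a median log2 change of -1.12 (camera, adjusted p = 3.62e-16). Past the threshold, 76 were lower and 2 higher, also when adjusted over the list alone. Ndufab1 fell most, with a change of -2.08 (standard error 0.18, adjusted p = 2.92e-05), and Uqcrc1 changed by -1.50 (standard error 0.16, adjusted p = 9.20e-05). The 2 genes that rose past the threshold were Atp5g1, by 2.27 (standard error 0.15, adjusted p = 1.24e-05), and Cox6a2 (limma, adjusted p = 1.22e-07), which was well above background on 1 of 4 control arrays and on 4 of 4 arrays of Adipo-Pgam1 KO mice, so that no size is given for its rise. In gWAT, 78 were higher in the arrays labelled Adipo-Pgam1 KO, those in which Pgam1 was also higher, with a median of 0.59 (camera, adjusted p = 5.04e-13). Of these, 33 passed the threshold over all genes and 48 when adjusted over the list alone, and none was lower past it. Cox6a2, a muscle isoform, rose in gWAT too, by 6.24 (standard error 0.33, adjusted p = 1.36e-04), the largest rise of any gene in gWAT that was measured in both groups. Cox5a rose by 1.09 (standard error 0.21, adjusted p = 0.0135), whereas Cox4i1, with 0.47 (standard error 0.16, adjusted p = 0.0819), did not pass. The change of the list differed between the tissues by 1.71 (interaction, adjusted p = 9.90e-24), with 77 genes more positive in gWAT.

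**Figure D2:**
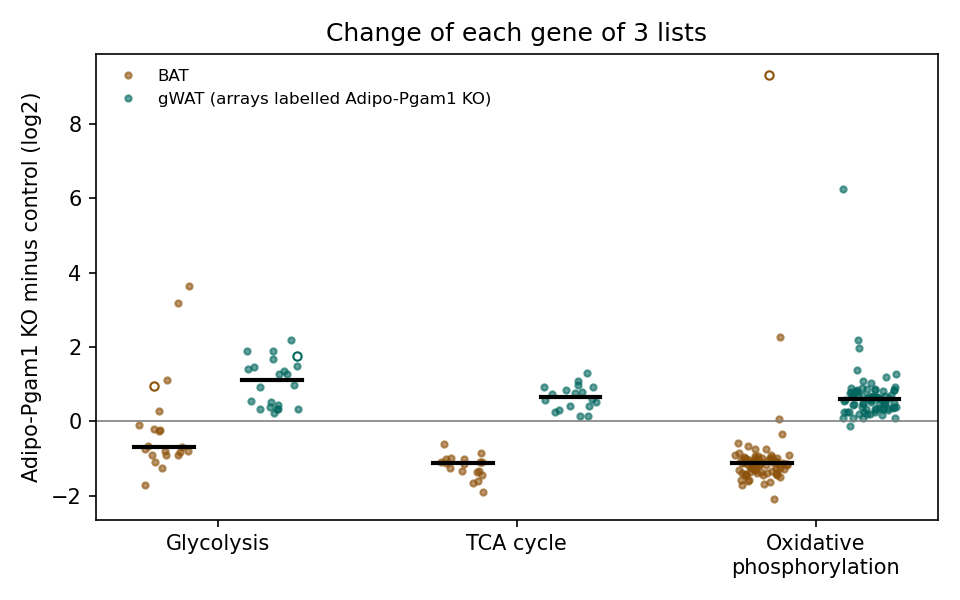
Log2 change of each gene of the glycolysis, TCA cycle and oxidative phosphorylation lists in BAT and in gWAT, as the labelled Adipo-Pgam1 KO arrays minus controls, with 1 point per gene and a black bar at the median of each list. Open circles are genes that were not well above background on all arrays of both groups. The medians lie below 0 in BAT and above 0 in gWAT, but the BAT glycolysis median is 0.10 under quantile normalization and 0.11 with normexp.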

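Of 53 inflammatory response genes written as a list, 44 were tested in BAT. Of these, 42 were higher in Adipo-Pgam1 KO mice than in littermate controls, with a median log2 change of 2.39 (camera, adjusted p = 3.14e-09). Past the threshold, 32 were higher and none lower by limma over all genes, against 33 and 1 when adjusted over the list alone. Lcn2, which encodes lipocalin, rose by 5.16 (standard error 0.56, adjusted p = 9.22e-05). Of the 19 genes for fatty acid oxidation, 18 were lower, with a median of -1.56 (camera, adjusted p = 1.71e-07), and 18 passed the threshold, also when adjusted over the list alone. Acads fell most, with a change of -2.02 (standard error 0.14, adjusted p = 1.28e-05), and Cpt1b changed by -1.70 (standard error 0.13, adjusted p = 1.91e-05). Cpt1a rose by 1.13 (standard error 0.21, adjusted p = 0.00144). The 19 lipogenesis genes had a median of -1.10 (camera, adjusted p = 0.0132), with 13 lower and 1 higher past the threshold over all genes and when adjusted over the list alone. The call for lipogenesis was lost under quantile normalization (median -0.38, adjusted p = 0.0755) and under Actb and Rplp0 scaling (median -1.70, adjusted p = 0.105). Dgat2 changed by -2.42 (standard error 0.14, adjusted p = 7.62e-06) and Scd2 by 2.61 (standard error 0.36, adjusted p = 3.14e-04). Among 23 genes of thermogenic adipocytes, 22 were lower, with a median of -1.23 (camera, adjusted p = 8.37e-06), and 19 passed, also when adjusted over the list alone. Ucp1 changed by -1.27 (standard error 0.17, adjusted p = 3.08e-04), Cidea by -1.23 (standard error 0.14, adjusted p = 1.21e-04) and Slc27a2 by -3.31 (standard error 0.19, adjusted p = 6.53e-06). The medians of these lists kept their sign under each scaling tried.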

Gene ontology enrichment analysis indicated the development of an inflammatory response and metabolic dysfunction in BAT from Adipo-Pgam1 KO mice (Figure S3). In contrast, WAT from these mice showed enhancement of metabolic activity, supporting the observed phenotypic changes of adipose tissue (Figure S3).

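In the gWAT arrays labelled Adipo-Pgam1 KO, which also had more Pgam1, 18 of 19 genes for fatty acid oxidation were higher than in controls, with a median log2 change of 0.42 (camera, adjusted p = 3.59e-04). Past the threshold, 7 were higher and none lower, also when adjusted over the list alone. With the Reactome list in place of the hand-written one, the median was 0.10 and the call was lost (adjusted p = 0.0841). Of the lipogenesis genes, 18 of 19 were higher, with a median of 0.98 (camera, adjusted p = 4.16e-06), and 12 passed the threshold over all genes and 13 when adjusted over the list alone. Acly rose by 2.80 (standard error 0.41, adjusted p = 0.00509). Of 20 thermogenic genes, 15 were higher, with a median of 0.74 (camera, adjusted p = 0.00530). Past the threshold, 9 were higher and 2 lower, against 10 and 2 when adjusted over the list alone. Under spike-in scaling, with a median of 1.18, this list did not pass (adjusted p = 0.108). Otop1 rose by 4.24 (standard error 0.50, adjusted p = 0.00264), but by only 0.42 on its other probe, which was also well above background on all gWAT arrays, and Adrb3 changed by -1.22 (standard error 0.26, adjusted p = 0.0181). Ucp1 could not be tested, since it was well above background on 0 of 4 control arrays and on 3 of 4 arrays labelled Adipo-Pgam1 KO. Of the beige cell genes in the paper's primer list, 8 were tested and 7 were higher, with a median of 1.52 (camera, adjusted p = 7.04e-04), and 5 passed, also when adjusted over the list alone. Cpt1b rose by 4.23 (standard error 0.39, adjusted p = 0.00103), Cidea by 3.41 (standard error 0.33, adjusted p = 0.00126) and Kcnk3 by 3.10 (standard error 0.41, adjusted p = 0.00361). Prdm16, with 0.11 (standard error 0.19, adjusted p = 0.733), did not pass, and its sign changed without replicate 4 of the arrays labelled Adipo-Pgam1 KO. The difference between the tissues was 2.01 for fatty acid oxidation (interaction, adjusted p = 5.04e-10) and 2.28 for thermogenic genes (adjusted p = 4.58e-06). The paper relates the lower enzyme transcripts of BAT to the whitening that it observed in BAT (Figure 1L), and states that the higher metabolic activity of WAT goes with the phenotypic changes of adipose tissue.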

**Figure 2:**
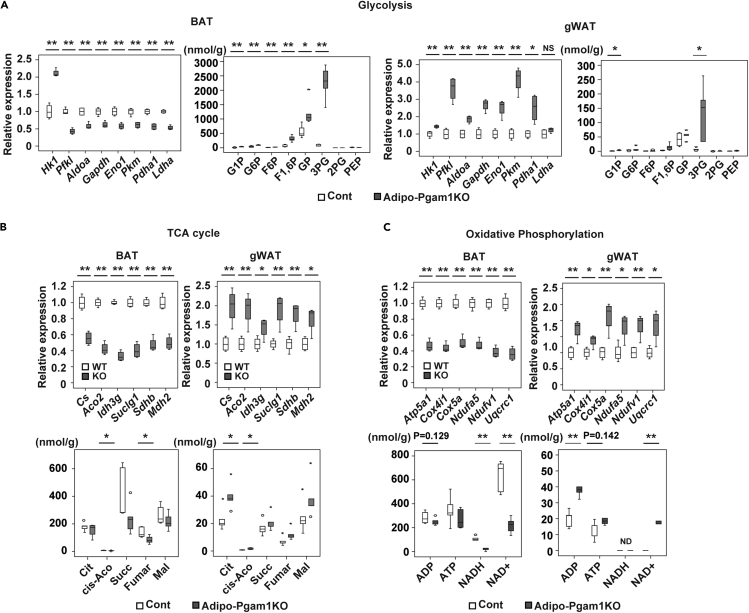
Opposing metabolic profiles of BAT and WAT in Adipo-Pgam1 KO mice (A) Relative change of transcripts (each n = 4, 4) and the tissue weight-adjusted metabolite level (each n = 5, 5) in glycolytic pathway in BAT and gWAT from Adipo-Pgam1 KO mice. (B) Relative change of transcripts (each n = 4, 4) and the tissue weight-adjusted metabolite level (each n = 5, 5) in TCA cycle in BAT (left) and gWAT (right) from Adipo-Pgam1 KO mice. (C) Relative change of transcripts (each n = 4, 4) and the tissue weight-adjusted metabolite level (each n = 5, 5) in oxidative phosphorylation in BAT and gWAT from Adipo-Pgam1 KO mice. Data were analyzed by the 2-tailed Student’s *t* test (A, B and C). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant. See also Figures S2 and S3.

### Adipo-Pgam1 KO mice show whitening of BAT and beiging of WAT

To further investigate the adipose tissues changes in Adipo-Pgam1 KO mice, we performed histological examination by using uncoupled protein 1 (Ucp1) and carnitine palmitoyl transferase 1b (Cpt1b) as markers for thermogenic adipocytes. Compared with their littermate controls, the number of Ucp1-positive cells was significantly decreased in BAT from Adipo-Pgam1 KO mice, whereas it was significantly increased in gWAT from these mice (Figure 3A). Likewise, there were fewer Cpt1b-positive cells in BAT from Adipo-Pgam1 KO mice and more Cpt1b-positive cells in gWAT from these mice than in the corresponding tissues from littermate controls (Figure 3A). PCR revealed upregulated expression of Ucp1 and Cpt1b in gWAT from Adipo-Pgam1 KO mice, whereas expression was downregulated in BAT (Figure 3B). Similar results were observed in expression of other beige makers (Figure S4). It is interesting that iWAT showed milder beiging than gWAT in these mice after Pgam1 deletion, including a smaller increase of Ucp1 or Cpt1b-positive cells and less marked upregulation of beige adipocyte markers (Figures S5A–S5C). In Adipo-Pgam1 KO mice, electron microscopy detected a number of mitochondria with structural collapse in BAT, whereas there was an increase of normal mitochondria in gWAT (Figure 3C) and also in iWAT to a lesser extent (Figure S5D). We also observed a significant increase of TUNEL-positive cells in BAT from Adipo-Pgam1 KO mice (Figure 3D). Norepinephrine was not elevated in plasma or in WAT from Adipo-Pgam1 KO mice (Figure 3E), suggesting that beiging of gWAT after Pgam1 deletion was not mediated by neural activation because of BAT dysfunction.

**Figure 3:**
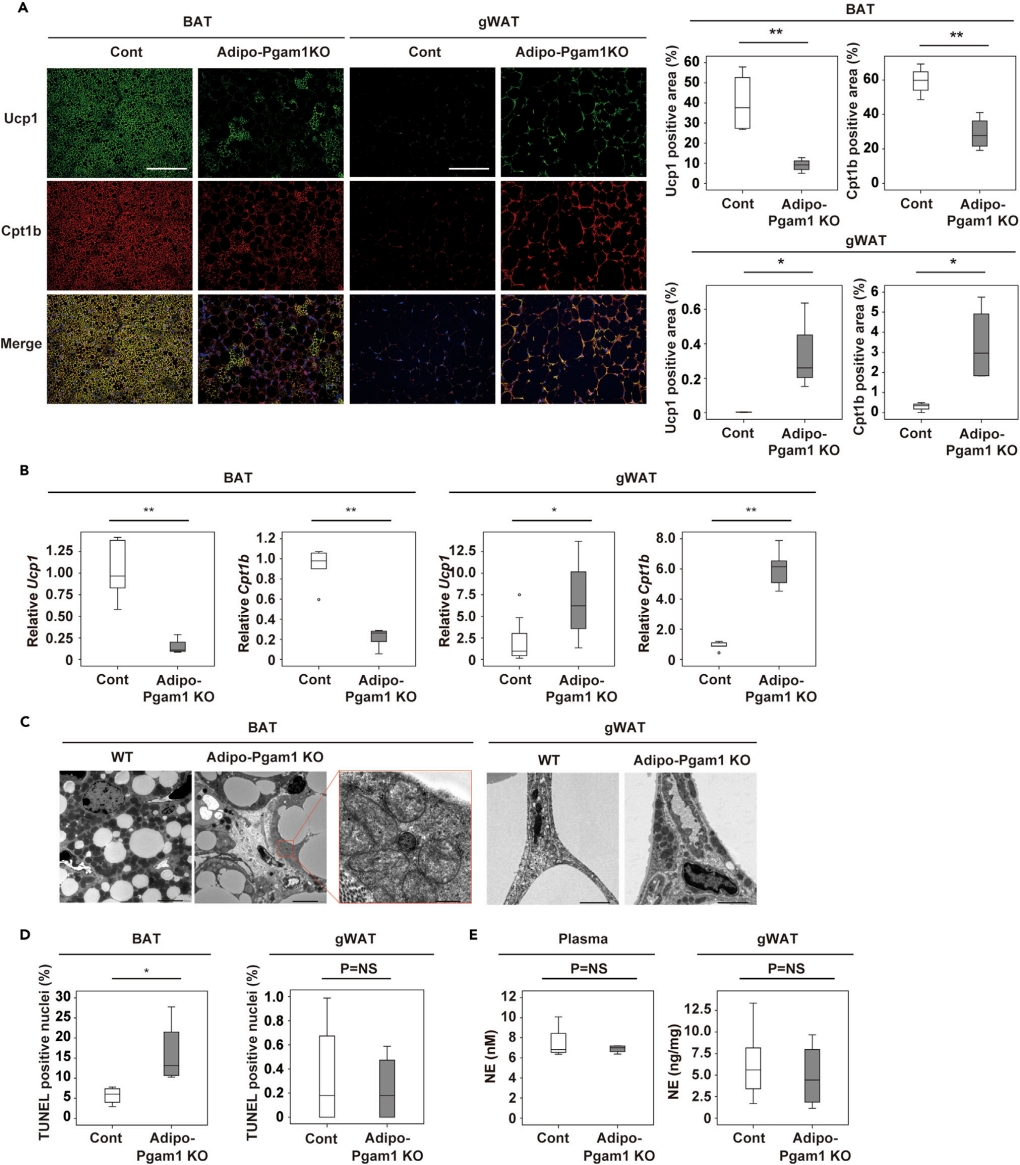
Adipo-Pgam1 KO mice show whitening of BAT and beiging of WAT (A) Immunofluorescent staining showing Ucp1 (green) and Cpt1b (red) in BAT (left) and gWAT (right) from Adipo-Pgam1 KO and their littermate WT mice. Scale bar = 100 μm. The graphs on the right display the Ucp1-or Cpt1b-positive area (%) (each n = 4, 4). (B) Transcripts for *Ucp1* and *Cpt1b* of BAT (left) and gWAT (right) from mice prepared in (A) (BAT; *Ucp1* n = 8, 4, *Cpt1b* n = 6, 5, gWAT; *Ucp1* n = 8, 4, *Cpt1b* n = 6, 5). (C) Transmission electron microscopy analyzing BAT (left) and gWAT (right) from mice prepared in (A). Scale bar = 5μm for low magnification and 500 nm for high magnification in BAT and 2μm in gWAT. (D) Quantification of TUNEL positive cells of BAT (left) and gWAT (right) from mice prepared in (A) (n = 4,4). (E) Norepinephrine level in the circulation (left) and gWAT (right) from mice prepared in (A). (Plasma; n = 9, 4, gWAT; n = 6, 4). Data were analyzed by the 2-tailed Student’s *t* test (A, B, D, and E). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant. See also Figures S4–S6.

### BAT-specific Pgam1 deletion does not promote beiging of WAT

It is possible that dysfunctional BAT promotes beiging of WAT via the central nervous system. To further investigate the mechanisms underlying Pgam1 deletion-induced beiging of gWAT, we generated BAT-specific Pgam1 knockout mice (Ucp1-Cre; floxed Pgam1, BAT-Pgam1 KO mice). In these mice, Pgam1 expression was significantly reduced in BAT, but not in WAT (Figure 4A). Body weight and food intake did not differ between BAT-Pgam1 KO mice and their littermate controls (Figures 4B and 4C). BAT-Pgam1 KO mice showed a significant increase of BAT weight, whereas there were no changes of gWAT or iWAT weights (Figure 4D). Targeted deletion of Pgam1 from BAT led to impairment of cold tolerance with normal glucose and insulin tolerance (Figures 4E and 4F). We found that BAT-Pgam1 KO mice demonstrated lower energy expenditure compared with their littermate controls (Figure 4G), although the difference was not statistically significant. Histological examination revealed that deletion of Pgam1 from BAT led to whitening of BAT, but did not affect WAT (Figure 5A). In comparison with their littermate controls, electron microscopy showed that Pgam1 deletion was associated with an increase of abnormal mitochondria in BAT from Adipo-Pgam1 KO mice, but no specific changes were observed in WAT (Figure 5B). Although Ucp1-positive cells and Cpt1b-positive cells were decreased in BAT from BAT-Pgam1 KO mice, these cells were not increased in WAT (Figure 5C). According to PCR analysis, there was downregulation of thermogenic adipocyte markers in BAT from BAT-Pgam1 KO mice compared with littermate controls, whereas there was no difference of these markers in WAT (Figure 5D). Taken together, these findings suggested that Pgam1 deletion directly induces beiging of gWAT.

**Figure 4:**
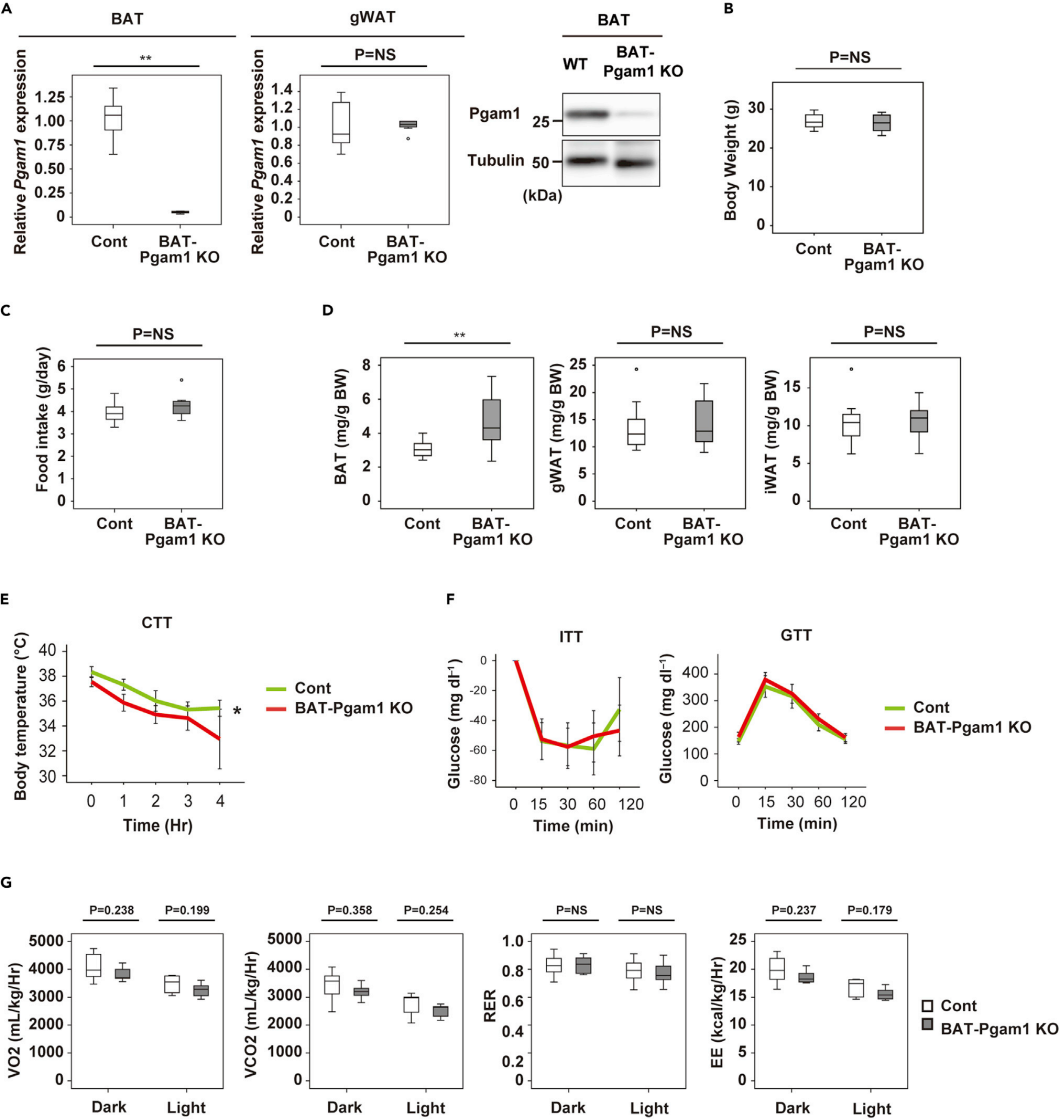
Metabolic phenotypes of BAT-specific Pgam1 KO mice (A) Transcripts for *Pgam1* of BAT (left graph) and gWAT (right graph) from BAT-Pgam1 knockout (BAT-Pgam1 KO) and their littermate WT (Cont) mice (BAT; n = 7, 7, gWAT; n = 7, 7). Western blot analysis showing down-regulation of Pgam1 in BAT from BAT-Pgam1 KO mice. (B) Body weight of mice prepared in (A) (n = 12, 12). (C) Food intake of mice prepared in (A) (n = 7, 7). (D) Body weight-adjusted BAT (n = 12, 12), gWAT (n = 11, 12) and inguinal WAT (iWAT) (n = 11, 12) weight of mice prepared in (A). (E) Acute cold tolerance test in mice prepared in mice prepared in (A) (n = 12, 12). (F) Insulin tolerance test (ITT) (left) (n = 12, 13) and glucose tolerance test (GTT) (right) (n = 12, 13) of mice prepared in (A). (G) Oxygen consumption (VO_2_)(n = 7, 7), CO_2_ emission (VCO_2_)(n = 7, 7), respiratory exchange ratio (RER)(n = 7, 7) and energy expenditure (EE)(n = 7, 7) of mice prepared in (A). Data were analyzed by the 2-tailed Student’s *t* test (A–D and G), or repeated measures followed by Tukey’s multiple comparison test (E and F). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant.

**Figure 5:**
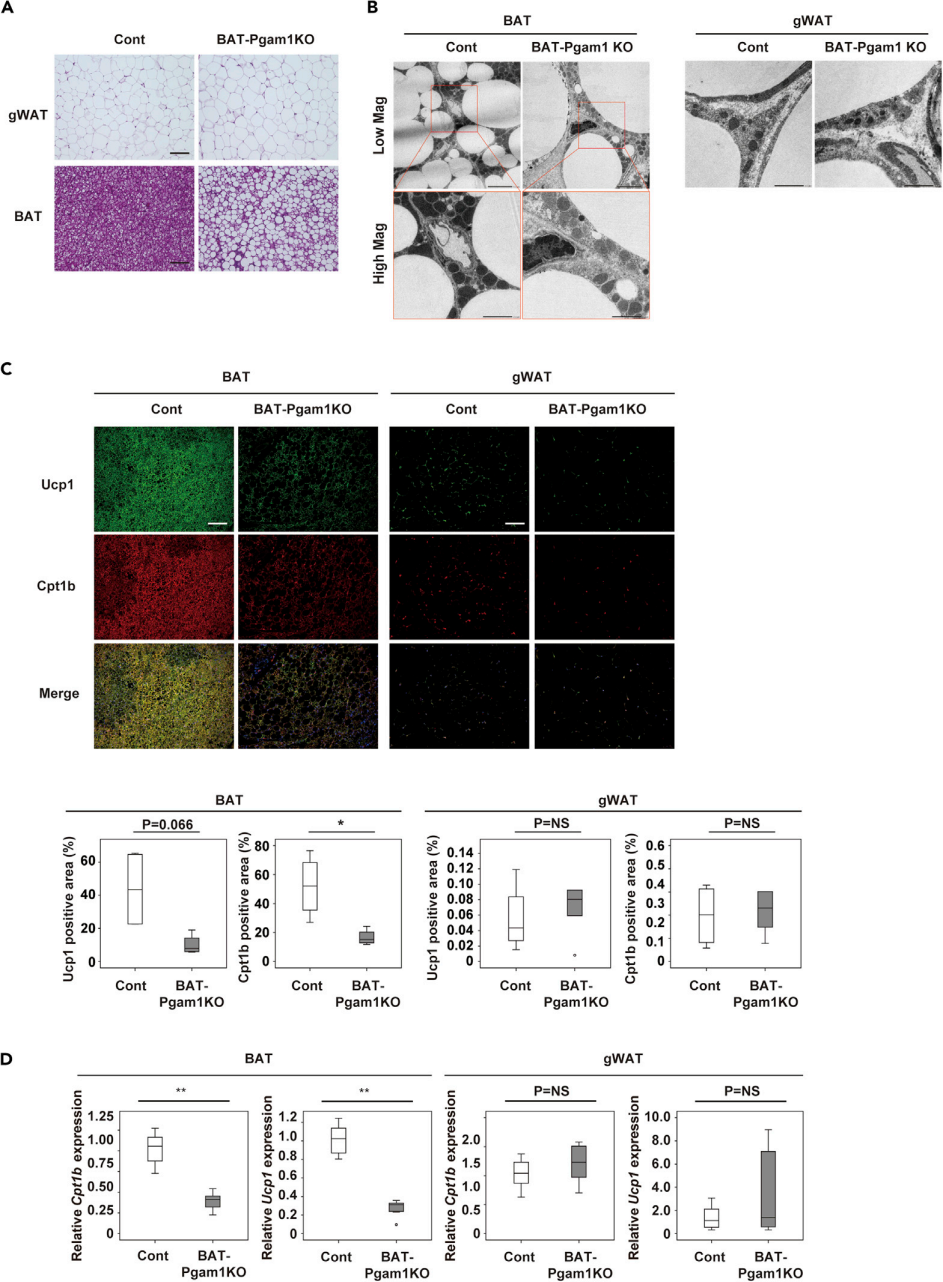
BAT-specific Pgam1 deletion does not promote beiging of WAT (A) Hematoxylin and eosin (HE) staining of gWAT (upper panel) and BAT (lower panel) from BAT-Pgam1 knockout (BAT-Pgam1 KO) and their littermate WT (Cont) mice. Scale bar = 100μm. (B) Transmission electron microscopy analyzing BAT (left) and gWAT (right) from mice prepared in (A). Scale bar = 5μm for low magnification and 2μm for high magnification in BAT and 2μm in gWAT. (C) Immunofluorescent staining showing Ucp1 (green) and Cpt1b (red) in BAT (left) and gWAT (right) from mice prepared in (A). Scale bar = 100 μm. The lower graphs display the Ucp1-or Cpt1b-positive area (%) (each n = 4, 4). (D) Transcripts for *Ucp1* and *Cpt1b* of BAT (left) and gWAT (right) from mice prepared in (A) (each n = 7, 7). Data were analyzed by the 2-tailed Student’s *t* test (C and D). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant.

To test this hypothesis, we crossed Adipo-Pgam1 KO mice with EGFP Cre reporter mice (Adipoq-Cre; floxed Pgam1; CAG-LSL-EGFP). In these mice, expression of EGFP and Cpt1b was co-localized in gWAT (Figure S6A). We also found that Cre protein immunoreactivity was co-localized with that of Cpt1b in gWAT (Figure S6B), suggesting specific upregulation of Cpt1b expression in gWAT cells with Pgam1 deletion. To further examine whether Pgam1 deletion induces beiging of gWAT, we conducted single cell RNA sequence analysis of the stromal vascular fraction from gWAT of Adipo-Pgam1 KO mice and their littermate control mice. We identified a cluster in the fibroblast cluster of gWAT of littermate control mice that was rich for adipocyte markers (Fibroblast4; Figure S6C), suggesting that this population were preadipocytes and that Pgam1 was deleted in this population of Adipo-Pgam1 KO mice by the Cre recombination driven by the Adiponectin promoter. Consistent with this idea, the corresponding cell population in Adipo-Pgam1 KO mice showed a marked downregulation of Pgam1 expression. Analysis of the differential expressed genes in this cluster between genotypes revealed upregulation of genes indicative of beige cells (Figure S6D), suggesting a causative relationship between Pgam1 deletion and beiging of gWAT.

### Inhibition of glycolysis increases beige-like cells in adipocytes

Gene set enrichment analysis indicated that there was marked downregulation of the degradation of branched amino acids (BCAA) in gWAT from Adipo-Pgam1 KO mice (Figure S3). 

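All 28 genes written as the list for BCAA degradation were tested in gWAT, of which 15 were lower and 13 higher in the gWAT arrays labelled Adipo-Pgam1 KO, the arrays with more Pgam1, than in controls. Their median log2 change was -0.061 and their mean 0.013, of opposite sign, and the camera test, which ran downwards, did not pass the threshold (adjusted p = 0.542). Past the threshold over all genes, 6 were higher and 3 lower by limma, against 6 and 6 when adjusted over the list alone. The lower genes were led by Ivd, with a change of -1.02 (standard error 0.22, adjusted p = 0.0181). Hadha, which also serves fatty acid oxidation, rose most, by 1.82 (standard error 0.21, adjusted p = 0.00218). Hadhb, Hadh, Echs1 and Acaa2 are likewise shared with the fatty acid oxidation list, where 18 of 19 genes were higher in gWAT. Dld is shared with the TCA cycle list, where all 18 were higher. The BCAA list was not tested without these shared genes, so its balance of higher and lower genes rests partly on them. The median of the list turned positive when the arrays were centred on their medians (0.061) and under spike-in scaling (0.38). For the gWAT bcaa degradation list, the adjusted p stayed between 0.0530 and 0.981 over all alternatives tried.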

In agreement with this finding, metabolomic analysis showed accumulation of various amino acids including BCAA in gWAT from these mice (Figure 6A). It is well accepted that an increase of branched amino acids leads to activation of the mTor pathway and inhibition of autophagy (Nie et al., 2018). We previously reported that dietary obesity promotes the whitening of BAT by activating mitophagy (Shimizu et al., 2014). In addition, Altshuler-Keylin et al. demonstrated that autophagy-mediated clearance of mitochondria is required for beige-to-white adipocyte phenotypic reversal and that inhibition of autophagy leads to maintenance of functioning beige adipocytes (Altshuler-Keylin et al., 2016). In agreement with our metabolomic data, in the present study we found upregulation of the mTor pathway in gWAT from Adipo-Pgam1 KO mice (Figure 6B); this upregulation was associated with increased expression of p62 (Figure 6C). We also examined BAT tissues and plasma from Adipo-Pgam1 KO and/or BAT-Pgam1 KO mice and found no significant changes in BCAA-mTor-autophagy signals (Figures S7A–S7E).

**Figure 6:**
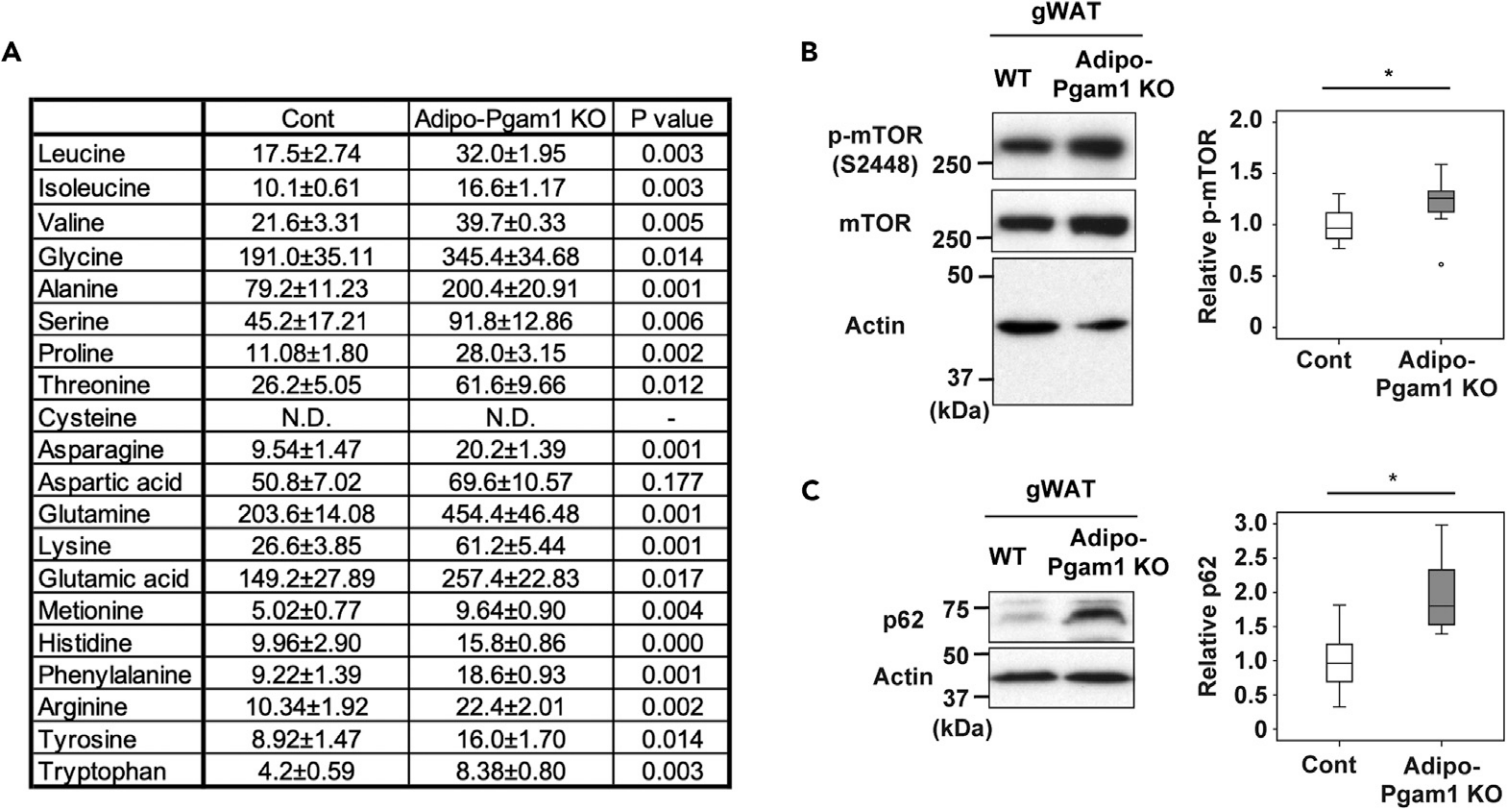
Pgam1 deletion affects BCAA metabolism (A) Tissue weight-adjusted amino acid levels (nmol/g) in gWAT from Adipo-Pgam1 KO and their littermate WT mice (n = 5, 5). (B) Western blot analysis for mTOR in gWAT prepared in (A). Actin was used as loading control. Right graphs show the quantification of *p*-mTOR/Actin ratio (n = 7,7). (C) Western blot analysis for p62 in gWAT prepared in (A). Actin was used as loading control. Right graphs show the quantification of p62 expression (n = 7,6). Data were analyzed by the 2-tailed Student’s *t* test (A–C). ∗p < 0.05, ∗∗p < 0.01. Values represent the mean ± SEM NS = not significant. See also Figures S7 and S8.

To examine a relationship between Pgam1 deletion and mTor-induced beiging in differentiated adipocytes, we infected NIH3T3L1 cells with an AAV vector that codes short hairpin (sh)-Pgam1. Consistent with the *in vivo* data from Adipo-Pgam1 KO mice, deletion of Pgam1 from differentiated adipocytes led to an increase in BCAA levels and activation of mTor signaling (Figures S8A–S8C). Pgam1 deletion upregulated expression of Ucp1 (Figure S8D), and this upregulation was attenuated by rapamycin (Figure S8E). Treatment of differentiated adipocytes with BCAA led to upregulation of Ucp1 (Figure S8F). Likewise, treatment of differentiated adipocytes with MHY1485, a potent mTOR activator that also inhibits autophagy, increased expression of p62 and Ucp1 (Figures S8G and S8H).

## Discussion

The present study demonstrated that deletion of Pgam1 from BAT and WAT had a different impact on each tissue, because it promoted whitening of BAT and beiging of WAT without any change of adipose tissue catecholamine levels. Deletion of Pgam1 from BAT alone did not affect WAT, excluding the possibility that BAT dysfunction induced beiging of WAT via activation of the sympathetic nervous system. These findings were further supported by *in vitro* experiments using differentiated adipocytes, which showed that deletion of Pgam1 led to an increase of beige cell makers, as well as by histological analysis of EGFP reporter mice. Taken together, our results indicate that beiging of WAT is induced by deletion of Pgam1 via a cell-autonomous mechanism.

It has been reported that Pgam1 has a role in tumorigenesis and cellular aging, and Pgam1 has been suggested as a therapeutic target for age-associated diseases including cancer (Hitosugi et al., 2012; Jiang et al., 2014; Kondoh et al., 2005). Interestingly, we observed upregulation of beige makers and downregulation of glycolytic enzymes in gWAT of aged mice with BAT whitening (data not shown), suggesting that inactivation of glycolysis may be involved in regulating the adaptive response of gWAT to age-associated BAT dysfunction. This adaptive response may provide a survival advantage for aged animals by maintaining minimal thermogenesis in response to cold and preventing inappropriate energy consumption under starvation conditions despite age-associated whitening of BAT. It is known that cold exposure preferentially promotes the beiging of iWAT rather than gWAT, whereas we found that Pgam1 deletion particularly increased beige-like cells in gWAT. Because visceral fat has a pathological role in metabolic dysfunction leading to type 2 diabetes, inhibition of glycolysis in gWAT could be an attractive strategy for treating metabolic diseases like type 2 diabetes.

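The list written for amino acid synthesis covers several amino acids and includes Bcat1 and Bcat2, the transaminases of branched chain amino acids. Bcat1 changed by 0.65 (limma, standard error 0.41, adjusted p = 0.299) in the gWAT arrays labelled Adipo-Pgam1 KO, in which Pgam1 was higher. This change did not pass the threshold, and it ranged from 0.33 to 0.96 when single arrays were left out. Another probe of Bcat1, also well above background on all gWAT arrays, changed by only 0.12. On the list, 18 genes, with these transaminases among them, were tested, of which 13 were higher and 5 lower than in controls. Their median log2 change was 0.35 and their mean 0.27, and the list did not pass in the camera test (adjusted p = 0.128). It passed in Fisher's exact test of genes changed by at least 1.2-fold, a change used in the paper's methods (adjusted p = 0.0132). Without control replicate 2 the camera test passed (adjusted p = 0.0355 for the gWAT amino acid synthesis list), and likewise without replicate 4 of the arrays labelled Adipo-Pgam1 KO (adjusted p = 0.0425). Past the threshold over all genes, 5 were higher and 1 lower by limma, against 5 and 2 when adjusted over the list alone. Aldh18a1, for proline synthesis, rose most, by 1.68 (standard error 0.20, adjusted p = 0.00242), and Cbs, for cysteine synthesis, changed by -2.50 (standard error 0.70, adjusted p = 0.0408). The call of Cbs was kept in only 1 of 8 fits that left out a single array.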

In gWAT from Adipo-Pgam1 KO mice, we found accumulation of branched chain amino acids along with upregulation of the synthetic enzymes. Branched chain amino acids are the most abundant essential amino acids, and are not only substrates for the synthesis of nitrogenous compounds, but also act as signaling molecules in the regulation of glucose, lipid, and protein metabolism or immunity via special signaling networks such as the mTor pathway (Nie et al., 2018). Consistent with these reports, we identified activation of the mTor pathway in gWAT from Adipo-Pgam1 KO mice, which was associated with inhibition of autophagy and an increase of beige-like cells. 

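The phosphoinositide 3-kinase/Akt pathway was covered by a core list, from the kinases to their targets, and by a list of its extracellular matrix arm, from matrix proteins to integrins. Of the 33 core genes tested in gWAT, 15 were higher and 18 lower in the gWAT arrays labelled Adipo-Pgam1 KO, where Pgam1 was higher, than in controls. The median log2 change was -0.048, and the list did not pass in the camera test (adjusted p = 0.245). The median turned positive in 4 alternatives, up to 0.40 under spike-in scaling, and the list passed under none of the alternatives tried. Past the threshold over all genes, 3 were higher and 6 lower by limma, against 4 and 6 when adjusted over the list alone. Cdkn1a rose most, by 2.27 (standard error 0.28, adjusted p = 0.00289), and Pik3ca, the catalytic subunit, changed by -1.07 (standard error 0.15, adjusted p = 0.00428). Of 44 genes of the extracellular matrix arm, 22 were higher and 22 lower. Their median was 0.0051 and their mean 0.0049, while camera ran downwards without passing (adjusted p = 0.551), and the median was -0.054 under quantile normalization. Only Lamb1 passed, over all genes and when adjusted over the list alone, with a change of -0.98 (standard error 0.17, adjusted p = 0.00991). Without replicate 4 of the arrays labelled Adipo-Pgam1 KO, the gWAT pi3k akt extracellular matrix arm list was lower, with a median of -0.20 (adjusted p = 0.0257).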

Our transcriptomic analysis also demonstrated upregulation of the phosphoinositide 3-kinase/Akt pathway in gWAT from Adipo-Pgam1 KO mice that could possibly account for activation of mTor signaling (the Gene Expression Omnibus database GSE186030). When Halama et al. (2016) investigated the crucial metabolic pathways for differentiation of white adipocytes, their transcriptomic and metabolomic analyses identified phosphatidylcholine synthesis, fatty acids metabolism, and catabolism of branched chain amino acids as key regulatory pathways. They also demonstrated that a metabolic switch from catabolism of branched chain amino acids to lipid synthesis was crucial for white adipocyte differentiation. Taken together with our results, these findings suggest that branched chain amino acids may have a role in the regulation of white and beige adipocyte differentiation.

Our *in vitro* experiments using differentiated adipocytes suggested that autophagy could be involved in regulating the beiging of white adipocytes, but it remains to be determined whether Pgam1 deletion actually inhibits autophagy to promote the beiging response of gWAT. It would be interesting to examine the effect of specific mTor pathway activation (for example, using floxed Tsc1/2 mice) in gWAT of Adipo-Pgam1 KO mice, although a visceral WAT-specific Cre driver mouse is not available at present. Indeed, we still do not fully understand how Pgam1 deletion activates the mTor pathway, how Pgam1 deletion promotes accumulation of branched chain amino acids, or whether accumulation of these amino acids underlies activation of the mTor pathway and beiging of gWAT in Adipo-Pgam1 KO mice. Thus, further studies will be required to develop novel therapeutic strategies for metabolic disease based on modulation of cell metabolism in adipose tissue.

### Limitations of the study

The results of the present study suggest that the BCAA-mTor-autophagy axis may be involved in beiging of gWAT of Adipose-Pgam1 KO mice, but a causative relationship remains to be determined. Other factors, including other metabolites and insulin, that could potentially activate mTor signals may contribute to beiging of gWAT in Adipose-Pgam1 KO mice. Our study did not elucidate the mechanisms underlying upregulation of amino acids including BCAA in gWAT of Adipo-Pgam1 KO mice. We have not confirmed the changes in glycolysis and TCA in our mouse models by using flux analyses such as *in vivo* isotope tracing methods (Jung et al., 2021). We have not fully elucidated the mechanisms by which Adipo-Pgam1 KO mice show glucose intolerance along with normal thermogenic response.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-Pgam1 antibody	Abcam	ab2220, RRID: AB_302900
anti-β actin antibody(13 × 10^5^)	Cell Signaling	#4970, RRID: AB_2223172
anti-GAPDH antibody	Cell Signaling	#2118, RRID: AB_561053
anti-Tubulin antibody	Cell Signaling	#2125, RRID: AB_2619646
anti-p62 antibody	Abcam	ab219581, RRID: AB_219581
anti-phospho mTOR antibody	Cell Signaling	#2971, RRID: AB_330970
anti-mTOR antibody	Cell Signaling	#2972, RRID: AB_330978
anti-Cpt1b antibody	Santa Cruz	sc-20522, RRID: AB_2084698
anti-Cpt1b antibody	Proteintech	22170-1-AP, RRID: AB_2713959
anti-Ucp1 antibody	Abcam	ab10983, RRID: AB_2241462
anti-Cre antibody	Cell Signaling	#12830, RRID: AB_2631055
anti-F4/80 antibody	Abcam	ab111101, RRID: AB_10859466
wheat germ agglutinin-conjugated Alexa Fluor 488	Thermo Fisher Scientific	W11261
Hoechst	Life Technologies	33258
horseradish peroxidase-conjugated anti-rabbit immunoglobulin G	Jackson Immunoresearch	#111-035-003, RRID: AB_2313567
donkey anti-goat IgG H&L (Cy5)	Abcam	ab6566, RRID: AB_955056
goat anti-rabbit IgG H&L (DyLight488)	Abcam	ab96899, RRID: AB_10679361
goat anti-rabbit IgG H&L (Cy5)		ab97077, RRID: AB_10679461
Biotin-SP (long spacer) AffiniPure Donkey Anti-Rabbit IgG (H + L)	Jackson Immunoresearch	711-065-152, RRID: AB_2340593
BB515 Streptavidin	BD	564453, RRID: AB_2869580
Cy5-streptavidin conjugate	Invitrogen	43-4316

**Bacterial and virus strains**		

AAV-DJ Helper Free shRNA Expression System	Cell Biolabs Inc	VPK-413-DJ
AAV-DJ Helper Free Expression System	Cell Biolabs Inc	VPK-410-DJ

**Chemicals, peptides, and recombinant proteins**		

L-methionine sulfone	WAKO	502-76641
MES	Dojindo	349-01623
CSA	WAKO	037-01032
NADH	Sigma-Aldrich	N7410-15VL
ADP	Sigma-Aldrich	A4386-1G
LDH	Sigma-Aldrich	L1254-1KU
PK	Sigma-Aldrich	P7768-1KU
Enolase	Sigma-Aldrich	E6126-500UN
2,3-DPG	Santa Cruz	SC-213964
3-PGA	Santa Cruz	sc-214793
Rapamycin	WAKO	550-83271
Leucine	Sigma-Aldrich	L8000
Isoleucine	Sigma-Aldrich	I2752
Valine	Sigma-Aldrich	V0500
MHY1485	Sigma-Aldrich	SML0810

**Critical commercial assays**		

Norepinephrine ELISA Kit	Abnova	KA1891
*In Situ* Cell Death Detection Kit, Fluorescein	Roche	1684795
Ultra Sensitive Mouse Insulin ELISA Kit	Morinaga	M1104
Branched Chain Amino Acid Kit	Sigma-Aldrich	MAK003
Agilent SurePrint G3 Mouse GE microarray (G4852A)	Agilent	G4852A

**Deposited data**		

DNA microarray	This paper	GSE186030
Single cell RNA-sequence	This paper	GSE200374

**Experimental models: Cell lines**		

NIH-3T3L1 cells	ATCC	CL-173

**Experimental models: Organisms/strains**		

Mouse: Adipoq-Cre^+^: *Pgam1*^flox/flox^	Adipoq-Cre; Eguchi J et al., 2011. floxed Pgam1; Generated in our lab.	N/A
Mouse: Ucp1-Cre^+^: *Pgam1*^flox/flox^	UCP1-Cre; Kong X et al., 2014. floxed Pgam1; Generated in our lab.	N/A

**Oligonucleotides**		

Forward primer for mouse *Actb*; 5′-CTAAGGCCAACCGTGAAAAG-3′	This paper	N/A
Reverse primer for mouse *Actb*; 5′-ACCAGAGGCATACAGGGACA-3′	This paper	N/A
Forward primer for mouse *Rplp0*; 5′-GATGCCCAGGGAAGACAG-3′	This paper	N/A
Reverse primer for mouse *Rplp0*; 5′-ACAATGAAGCATTTTGGATAA-3′	This paper	N/A
Forward primer for mouse *Pgam1*; 5′-GCCTGATCACCCCTTCTACA-3′	This paper	N/A
Reverse primer for mouse *Pgam1*; 5′-CTCTTTGATCTGGGGGACAA-3′	This paper	N/A
Forward primer for mouse *Pgam2*; 5′-GGCATTGTGAAACATCTGGAA-3′	This paper	N/A
Reverse primer for mouse *Pgam2*; 5′-AACCTCATGGGCTTGGTG-3′	This paper	N/A
Forward primer for mouse *Cpt1b*; 5′-GAGTGACTGGTGGGAAGAATATG-3′	This paper	N/A
Reverse primer for mouse *Cpt1b*; 5′-GCTGCTTGCACATTTGTGTT-3′	This paper	N/A
Forward primer for mouse *Ucp1*; 5′-GGCCTCTACGACTCAGTCCA-3′	This paper	N/A
Reverse primer for mouse *Ucp1*; 5′-TAAGCCGGCTGAGATCTTGT-3′	This paper	N/A
Forward primer for mouse *Tnfrsf9*; 5′-CGTCTGTCGACCCTGGAC-3′	This paper	N/A
Reverse primer for mouse *Tnfrsf9*; 5′-CACGTCCTTCTCCGTGGT-3′	This paper	N/A
Forward primer for mouse *Cidea* 5′-TTCAAGGCCGTGTTAAGGA-3′	This paper	N/A
Reverse primer for mouse *Cidea* 5′-CCTTTGGTGCTAGGCTTGG-3′	This paper	N/A
Forward primer for mouse *Egln3*; 5′-TGTCTGGTACTTCGATGCTGA-3′	This paper	N/A
Reverse primer for mouse *Egln3*; 5′-AGCAAGAGCAGATTCAGTTTTTC-3′	This paper	N/A
Forward primer for mouse *Kcnk3*; 5′-CCTTCTACTTCGCCATCACC-3′	This paper	N/A
Reverse primer for mouse *Kcnk3*; 5′-GCGTAGAACATGCAGAACACC-3′	This paper	N/A
Forward primer for mouse *Mtus1*; 5′-AAACACTGTCATTTTCCACACAG-3′	This paper	N/A
Reverse primer for mouse *Mtus1*; 5′-CTGGGTCTGGATGCATAGG-3′	This paper	N/A
Forward primer for mouse *Ppargc1a*; 5′-TGAAAGGGCCAAACAGAGAG-3′	This paper	N/A
Reverse primer for mouse *Ppargc1a*; 5′-GTAAATCACACGGCGCTCTT-3′	This paper	N/A
Forward primer for mouse *Prdm16*; 5′-ACAGGCAGGCTAAGAACCAG-3′	This paper	N/A
Reverse primer for mouse *Prdm16*; 5′-CGTGGAGAGGAGTGTCTTCAG-3′	This paper	N/A
Forward primer for mouse *Tbx1*; 5′-TTTGTGCCCGTAGATGACAA-3′	This paper	N/A
Reverse primer for mouse *Tbx1*; 5′-CTCGGCCAGGTGTAGCAG-3′	This paper	N/A
Forward primer for mouse *Tmem26*; 5′-CTGCTCAACCTCTTGCTGGT-3′	This paper	N/A
Reverse primer for mouse *Tmem26*; 5′-AAGATGGCCGGAGAAAGC-3′	This paper	N/A

**Recombinant DNA**		

Forward sequence for sh-mouse Pgam1; 5′-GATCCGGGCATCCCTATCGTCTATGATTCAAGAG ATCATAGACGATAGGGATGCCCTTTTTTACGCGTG-3′	This paper	N/A
Reverse sequence for sh-mouse Pgam1; 5′-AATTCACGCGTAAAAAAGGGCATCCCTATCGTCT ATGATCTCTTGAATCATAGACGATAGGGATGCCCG-3′	This paper	N/A

**Software and algorithms**		

SPSS version 24 software	IBM	N/A
KEGG identifiers	KEGG (Kyoto Encyclopedia of Genes and Genomes)	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Tohru Minamino at .

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Animal models

All of the animal experiments were conducted in compliance with the protocol reviewed by the Institutional Animal Care and Use Committee of Niigata University and approved by the President of Niigata University. Adipoq-Cre mice (Eguchi et al., 2011) were purchased from the Jackson Laboratory (ME, U.S.A.). Adipoq-Cre or Ucp1-Cre (C57BL/6J background)(Kong et al., 2014) were crossed with mice carrying floxed *Pgam1* alleles with a C57BL/6 background to generate mice with adipose tissue- (Adipo-Pgam1 KO) or brown adipose tissue (BAT)- (Ucp1-Pgam1 KO) specific knockout of Pgam1. The genotypes of the littermate controls were Adipoq-Cre^–^: *Pgam1* ^flox/flox^ or Ucp1-Cre^–^: *Pgam1* ^flox/flox^. CAG-LSL-EGFP mice were provided by RIKEN (RBRC09806)(Kawamoto et al., 2000). All experiments were performed using male mice.

### Method details

#### Cell culture

The mouse pre-adipocyte cell line, NIH-3T3L1 cells were cultured in high glucose DMEM (Gibco, 12430) with 10% fetal bovine serum (FBS) and 100U/mL penicillin/streptomycin solution (P/S), and differentiation was induced by adding 0.5 mM 3-isobutyl-1-methylxanthine, 1 mM dexamethasone, and 5 mg/mL insulin (Sigma Aldrich) for 48 h. Fully differentiated adipocytes were used for further analysis after 7 days of culture. In some experiments, short hairpin RNA (shRNA) targeting mouse Pgam1 (shPgam1), negative control (shCont) or mouse Bcat1 cDNA were introduced to NIH-3T3L1 cells by using adenovirus-assocoated vector (AAV) as described below. In some experiments, fully differentiated adipocytes were treated with rapamycin (WAKO, 550-83,271), leucine (Sigma-Aldrich, L8000), isoleucine (Sigma-Aldrich, I2752), valine (Sigma-Aldrich, V0500) or MHY1485 (Sigma-Aldrich, SML0810). In some experiments, adipocytes were cultured in DMEM without branched chain amino acids (BCAA; valine, leucine and isoleucine) (Gmep inc., Kurume, Japan).

#### Adeno associated virus (AAV)

pAAV-sh-*Pgam1* and pAAV-sh-Negative control vectors were constructed using standard subcloning techniques according to the manufacturer’s instructions (AAV-DJ Helper Free shRNA Expression System, Cell Biolabs Inc, VPK-413-DJ). Annealed complementary nucleotides for shRNA target site against mouse *Pgam1* or negative control were subcloned into *Bam*HI/*Eco*RI sites of pAAV-U6-GFP expression vector. We co-transfected HEK293 cells with pAAV expression vector, pAAV-DJ and pHelper using transfection reagent (X-tremeGENE9 DNA Transfection Reagent, Roche, 06365809001). AAV was harvested from these cells by freeze and thaw cycles, and purified with a ViraBind AAV Purification Kit (Cell Biolabs Inc, VPK-140). Titer of purified AAV was quantified with QuickTiter AAV Quantitation Kit (Cell Biolabs Inc, VPK-145). We added AAV into NIH-3T3L1 cells with a titer of 1 × 10ˆ9 GC/well. Sequence of shRNA targeting mouse *Pgam1* were as follows.

sh-Pgam1

5′-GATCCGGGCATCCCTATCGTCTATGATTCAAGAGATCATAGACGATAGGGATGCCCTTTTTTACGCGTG-3′

5′-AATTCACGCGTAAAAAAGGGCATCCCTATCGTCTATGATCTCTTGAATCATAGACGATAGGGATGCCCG-3′

#### Physiological analyses

Mice were housed individually for monitoring of their body weight and food intake. Adiposity was examined by CT scanning (LaTheta, Aloca) according to the manufacturer’s protocol. CT scans were obtained at 2-mm intervals from the diaphragm to the base of the abdominal cavity. Oxygen consumption was measured in 20-week-old mice by using an O2/CO2 metabolic measurement system (Columbus Instruments) according to the manufacturer’s instruction.

#### Laboratory tests

Experiments were done in all animal models at 12 weeks of age unless otherwise mentioned. Mice were housed individually for one week prior to the assay. On the day of the glucose tolerance test (GTT), the mice were fasted for 6 h and then glucose was injected intraperitoneally at a dose of 2 g/kg in the early afternoon. Blood glucose levels were measured with a glucose analyzer (SANWA KAGAKU KENKYUSHO) at 15, 30, 60, and 120 min after glucose injection. For the insulin tolerance test (ITT), mice were given human insulin intraperitoneally (1 U/kg body weight) at 1:00 p.m. without starvation. Tail vein blood was collected at 0, 15, 30, 60, and 120 min after administration, and blood glucose levels were measured with a glucose analyzer. We measured the levels of insulin by using ELISA-based immunoassay kits (Morinaga Institute of Biological Science Inc.) according to the manufacturer’s instruction. Norepinephrine levels in plasma and gWAT were measured by enzyme-linked immunosorbent assay (ELISA) (Abnova, Walnut CA, USA, KA1891) according to the manufacturer’s instructions.

#### Acute cold exposure

Body temperature was assessed by subcutaneous implantation of biocompatible and sterile microchip transponders (IPTT-300 Extended Accuracy Calibration; Bio Medic Data Systems) in the scapular region according to the manufacturer’s instructions. Animals were subjected to the cold tolerance test (CTT) at 4°C and body temperature was measured at hourly intervals for 6–8 h.

#### Metabolomic analyses

Metabolomic analyses were done by Soga et al. at Keio University using capillary electrophoresis time-of-flight/mass spectrometry (CE-TOF/MS), as described previously (Hirayama et al., 2009). Interscapular BAT, gonadal WAT (gWAT) and inguinal WAT (iWAT) samples from Adipo-Pgam1 KO mice were corrected from the mice and immediately frozen in liquid nitrogen. To extract metabolites, 40–50mg snap-frozen samples were completely homogenized by Shake Master *NEO* (Bio Medical Science) in 500uL of methanol containing L-methionine sulfone (Wako 502-76641), methionine sulfone (MES, Dojindo 349-01623), and D-camphor-10-sulfonic acid sodium salt (CSA, Wako 037-01032) (all at 20 μM). After adding CHCl3 (500 μL) and distilled water (200 μL) with thorough mixing, centrifugation was performed at 4,600g for 15 min at 4°C. Then the aqueous layer (300 μL) was collected and transferred to a 5-kDa cutoff filter (UltrafreeMC-PLHCC; Human Metabolome Technologies, UFC3LCCNB-HMT). Centrifugation was performed at 9,100g for 3 h at 20°C, after which the filtrate was centrifugally concentrated and dissolved in 50μL distilled water containing reference compounds (200 μM each of 3-aminopyrrolidine and trimesate). Samples were analyzed by capillary electrophoresis time-of-flight/mass spectrometry (CE-TOF/MS). All CE-TOF/MS experiments were performed using an Agilent CE Capillary Electrophoresis System equipped with an Agilent TOFMS, an Agilent 1100 isocratic HPLC pump, an Agilent G1603A CE-MS adapter kit, and an Agilent G1607A CE–electrospray ionization (ESI)–MS sprayer kit (Agilent Technologies). For system control and data acquisition, we used Agilent G2201AA ChemStation software for CE and Agilent TOF (Analyst QS) for TOFMS. Anionic metabolites were separated in a cationic-polymer–coated COSMO(+) capillary (50 μm i.d. 100 cm total length) (Nacalai Tesque) filled with 50 mmol/L ammonium acetate solution (pH 8.5) as the running electrolyte. Sample was injected with a pressure injection of 50 mbar for 30 s (approximately 30 nL) and a negative voltage of 30kV was applied. Ammonium acetate (5 mmol/L) in 50% methanol/water (50% v/v) containing 0.01 μM Hexakis (2,2-difluoroethoxy) phosphazene was delivered as the sheath liquid at 10 μL/min. ESI-TOFMS was conducted in the negative ionization. The capillary voltage was set at 3500V. For TOFMS, the fragmenter voltage, skimmer voltage, and OCT RFV were set at 100, 50, and 500 V, respectively. A flow rate of drying nitrogen gas (heater temper-ature, 300°C) was maintained at 7 L/min. Automatic recalibration of each acquired spectrum was performed using reference masses of reference standards ([13C isotopic ion of deprotonated acetic acid dimer (2CH3COOH - H)]-, *m*/*z* 120.03841), and ([Hexakis + deprotonated acetic acid (CH3COOH - H)]-, *m*/*z* 680.03554). Exact mass data were acquired at a rate of 1.5 spectra/s over a 50-1000 *m*/*z* range. Cationic metabolites were separated in a fused-silica capillary (50 μm i.d. 100 cm total length) filled with 1 M formic acid as the runnning electrolyte. Sample was injected with a pressure injection of 50 mbar for 5 s (approximately 5 nL), and positive voltage of 30 kV was applied. Sheath liquid that comprised methanol/water (50% v/v) containing 0.01 μM Hexakis (2,2-difluoroethoxy) phosphazene was delivered at 10 μL/min. ESI-TOFMS was operated in the positive ionization. The capillary voltage was set at 4000V. For TOFMS, the fragmenter voltage, skimmer voltage, and OCT RFV were set at 75, 50, and 500 V, respectively. Automatic recalibration of each acquired spectrum was performed using reference masses of reference standards ([2MeOH13Cisotope]-, *m*/*z* 66.06306), and ([Hexakis(2,2-difluoroethoxy)phosphazene]-, *m*/*z* 622.028963). Exact mass data were acquired at the rate of 1.5 cycles/s over a 50 to 1,000 *m*/*z* range. Raw CE-TOFMS data were processed using Master Hands ver. 2.17.0.8 software for the quantification of metabolites. Similar results were obtained when metabolite levels were adjusted by total protein or tissue weight.

#### Microarray analyses

Total RNA was isolated from BAT, gWAT and iWAT of Adipo-Pgam1 KO with RNeasy Lipid Tissue Kit (QIAGEN). Cyanine-3 (Cy3) labeled cRNA was prepared from 600 ng RNA using the One-Color Microarray-Based Gene Expression Analysis (Low Input Quick Amp Labeling) (Agilent, CA, USA) according to the manufacturer’s instructions, and the resulting probes were hybridized to Agilent SurePrint G3 Mouse GE Microarray kit (8 × 60K) (G4852B). The scanned images were normalized by Agilent GeneSpring GX 12.0 software and differentially expressed genes were identified via the fold-change (FC) and p values of the *t*-test. Gene expression data are available through the Gene Expression Omnibus database (GSE186030).

#### scRNA-seq analysis

scRNA-seq analysis was done at University of Tokyo using Illumina HiSeq3000 sequencer. For isolation of the stromal vascular cell fraction (SVF) from adipose tissue, gWAT was excised, minced, and placed into 10 mL of PBS(−) containing 2 mg/mL of type 2 collagenase (Worthington, Lakewood, NJ), 1.2 U/mL of Dispase (Gibco, Carlsbad, CA), and 10 mM CaCl2 (Roche). Incubation was done for 20 min at 37°C with gentle agitation. After adding 10 mL of DMEM with 10% FBS, the lysate was centrifuged at 400×g for 5 min and the pellet was resuspended in 5 mL of erythrocyte lysis buffer and incubated for 5 min at room temperature. Then the lysate was filtered through a cell strainer (70 μm) into a 50 mL tube. Next, the lysate was centrifuged at 400×g for 5 min and the pellet was resuspended in 5 mL of PBS and filtered through a cell strainer (40 μm) into a 50 mL tube. The SVF cells were centrifuged at 400×g and resuspended in 500 μL of PBS for further analysis. The scRNA-seq libraries was prepared using Chromium Single Cell 3ʹ Reagent Kits v3 and Chromium controller (10x Genomics). 28/96 bp pair end sequencing of the libraries was performed by Illumina HiSeq3000. Using CellRanger v3.0.1, the sequencing data was processed, and the count matrices were generated. Data analysis of count matrices was performed by Seurat (version 3.1.5) on R (version 4.0.1) and R studio (version 1.1.463). Gene expression data are available through the Gene Expression Omnibus database (GSE200374).

#### Histological analyses and TEM study

Interscapular BAT, gWAT and iWAT samples were harvested from mice, fixed overnight in 10% formalin, embedded in paraffin, and sectioned for immunofluorescence or hematoxylin-eosin (HE) staining. The following antibodies were used: anti-Cpt1b antibody (Santa Cruz, sc-20522), anti-Cpt1b antibody (Proteintech, 22170-1-AP), anti-Ucp1 antibody (Abcam, ab10989), anti-Cre antibody (Cell Signaling, #12830), anti-F4/80 antibody (Abcam, ab111101), wheat germ agglutinin-conjugated Alexa Fluor 488 for staining cell membranes (Thermo Fisher Scientific, W11261), and Hoechst (Life Technologies, 33258). The secondary antibody for anti-Cpt1b antibody (Santa Cruz, sc-20522) was donkey anti-goat IgG H&L (Cy5) (Abcam, ab6566), while that for Ucp1 antibody was goat anti-rabbit IgG H&L (DyLight488) (Abcam, ab96899). The secondary antibody for anti-Cpt1b antibody (Proteintech, 22170-1-AP) and anti-F4/80 antibody was goat anti-rabbit IgG H&L (Cy5) (Abcam, ab97077). The secondary antibody for anti-Cre antibody was Biotin-SP (long spacer) AffiniPure Donkey Anti-Rabbit IgG (H + L) (Jackson Immunoresearch, 711-065-152) followed by BB515 Streptavidin (BD, 564453). All primary and secondary antibodies were used at a dilution of 1:50, except for Hoechst (1:1000). Stained sections were photographed with a Biorevo (Keyence Co.) or a confocal microscopy (C2+, Nicon Co.). Immunostaining was quantified with ImageJ software, and the UCP1- or CPT1b-positive area was calculated as the ratio of the DyLight488-or Cy5-positive area to the whole area of each view. For electron microscopy, interscapular BAT and gWAT were fixed in 2.5% glutaraldehyde/2.0% paraformaldehyde in 0.1M cacodylate buffer. Then 50 mg of calcium chloride was added to 400 mL of fixative. Grids for electron microscopy were prepared by Masaaki Nameta at the electron microscope core facility of Niigata University, and electron microscopy was performed by using a JEM1400 TEM at Niigata University Medical Campus.

#### RNA analysis

Total RNA (1 μg) was isolated from tissue samples with RNA-Bee (TEL-TEST Inc.). Real-time PCR (qPCR) was performed by using a Light Cycler 480 (Roche) with the Universal Probe Library and the Light Cycler 480 Probes Master (Roche) or LightCycler 480 SYBR Green I Master (Roche) according to the manufacturer’s instructions. The primers and their sequences were as follows. *Actb* or *Rplp0* was used as the internal control.

*Actb*; 5′-CTAAGGCCAACCGTGAAAAG-3′, 5′-ACCAGAGGCATACAGGGACA-3′

*Rplp0* 5′-GATGCCCAGGGAAGACAG-3′, 5′-ACAATGAAGCATTTTGGATAA-3′

*Pgam1*; 5′-GCCTGATCACCCCTTCTACA-3′, 5′-CTCTTTGATCTGGGGGACAA-3′

*Pgam2*; 5′-GGCATTGTGAAACATCTGGAA-3′, 5′-AACCTCATGGGCTTGGTG-3′

*Cpt1b*; 5′-GAGTGACTGGTGGGAAGAATATG-3′, 5′-GCTGCTTGCACATTTGTGTT-3′

*Ucp1*; 5′-GGCCTCTACGACTCAGTCCA-3′, 5′-TAAGCCGGCTGAGATCTTGT-3′

*Tnfrsf9*; 5′-CGTCTGTCGACCCTGGAC-3′, 5′-CACGTCCTTCTCCGTGGT-3′

*Cidea*; 5′-TTCAAGGCCGTGTTAAGGA-3′, 5′-CCTTTGGTGCTAGGCTTGG-3′

*Egln3*; 5′-TGTCTGGTACTTCGATGCTGA-3′, 5′-AGCAAGAGCAGATTCAGTTTTTC-3′

*Kcnk3*; 5′-CCTTCTACTTCGCCATCACC-3′, 5′-GCGTAGAACATGCAGAACACC-3′

*Mtus1*; 5′-AAACACTGTCATTTTCCACACAG-3′, 5′-CTGGGTCTGGATGCATAGG-3′

*Ppargc1a*; 5′-TGAAAGGGCCAAACAGAGAG-3′, 5′-GTAAATCACACGGCGCTCTT-3′

*Prdm16*; 5′-ACAGGCAGGCTAAGAACCAG-3′, 5′-CGTGGAGAGGAGTGTCTTCAG-3′

*Tbx1*; 5′-TTTGTGCCCGTAGATGACAA-3′, 5′-CTCGGCCAGGTGTAGCAG-3′

*Tmem26*; 5′-CTGCTCAACCTCTTGCTGGT-3′, 5′-AAGATGGCCGGAGAAAGC-3′

#### Western blot analysis

Whole-cell lysates were prepared in lysis buffer (10 mM Tris-HCl, pH 8, 140 mM NaCl, 5 mM EDTA, 0.025% NaN3, 1% Triton X-100, 1% deoxycholate, 0.1% SDS, 1 mM PMSF, 5 μg ml–1 leupeptin, 2 μg ml–1 aprotinin, 50 mM NaF, and 1 mM Na_2_VO_3_). Then the lysates (40–50 μg) were resolved by SDS-PAGE. Proteins were transferred to a PVDF membrane (Millipore) that was incubated with the primary antibody, followed by incubation with horseradish peroxidase-conjugated anti-rabbit immunoglobulin G (Jackson Immunoresearch). Proteins were detected by enhanced chemiluminescence (GE). The primary antibodies for western blotting were anti-Pgam1 antibody (Abcam, ab2220), anti-actin antibody (Cell Signaling, #4970), anti-GAPDH (Cell Signaling, #2118), anti-Tubulin (Cell Signaling, #2125), anti-p62 (Abcam, ab219581), and anti-phospho mTOR (Cell Signaling, #2971), and anti-mTOR (Cell Signaling, #2972). The primary antibodies were used at a dilution of 1:5000 for anti-actin and anti-GAPDH antibody, 1:1000 for anti-Pgam1, anti-Tubulin, anti-p62, anti-phospho mTOR, and anti-mTOR antibody.

#### PGAM enzymatic activity assay

PGAM enzymatic activity was measured as previously described (Hallows et al., 2012) with as slight modification. Briefly, adipose tissue lysates were prepared with lysis buffer (10 mM Tris-HCl (pH 7.8), 1% NP-40, 150 mM NaCl and 1mM EDTA). The reaction mixture contained 100 mM Tris-HCl, pH 8.0, 0.5 mM EDTA, 2 mM MgCl2, 100 mM KCl, 0.2 mM NADH, 3 mM ADP, 10 μM 2,3-bisphosphoglycerate, lactate dehydrogenase (LDH) (600 munit/mL), pyruvate kinase (500 munit/mL), enolase (100 munit/mL), and 1 mM 3-phosphoglycerate. Assays were performed at 37°C and measured at 340 nm using the FilterMax 5 microplate reader (Molecular Devices).

#### BCAA intercellular concentration assay

This assay using Branched Chain Amino Acid Kit (Sigma-Aldrich, #MAK003), and all processes were constructed according to the manufacturer’s instructions. After differentiated NIH3T3L1 cells infected AAV shPgam1, and rapidly homogenized in cold BCAA Assay Buffer. Collect the supernatant and adjust to the same volume by BCAA Assay Buffer after centrifuge. The supernatant was added to mixed appropriate Reaction Mix included BCAA Enzyme Mix and WST Substrate Mix into 96 well plates and incubated the reaction for 30 min at room temperature (blank mixed Reaction Mix without BCAA Enzyme Mix), and measured the absorbance at 450 nm (A_450_). Intercellular BCAA concentration was normalized with BCAA standard, which is provided from kit, and determined the amount of BCAA presented in the sample from the standard curve.

### Quantification and statistical analysis

#### Enrichment analysis

Genes in the microarray analysis were mapped to KEGG identifiers defined in the KEGG (Kyoto Encyclopedia of Genes and Genomes) database (downloaded on May 21, 2014) (Kanehisa et al., 2021). The number of genes with a 1.2-fold or greater change in each KEGG PATHWAY category was counted. All the genes in the mouse genome were used as the reference set for the enrichment analysis. The KEGG PATHWAY categories that were significantly enriched were extracted based on q-values (Storey and Tibshirani, 2003) from Fisher’s exact test performed using R (http://www.r-project.org/).

#### Statistical analysis

Statistical analyses were done with SPSS version 24 software. Data are shown as the mean ± SEM Differences between groups were examined by the two-tailed Student’s *t* test or two-way ANOVA, followed by Tukey’s multiple comparison test, the non-parametric Kruskal Wallis test, or Dunnett’s test for comparisons among more than two groups. In ITT, GTT, and CTT, data was analyzed with repeated measures. In all analyses, p < 0.05 was considered statistically significant. Asterisks ∗ and ∗∗ were defined as p < 0.05 and p < 0.01, respectively.

## Data Availability

All data reported in this paper will be shared by the Lead contact upon request. Gene expression data are available through the Gene Expression Omnibus database (GSE186030, GSE200374).

## References

[bib1] Altshuler-Keylin S., Shinoda K., Hasegawa Y., Ikeda K., Hong H., Kang Q., Yang Y., Perera R.M., Debnath J., Kajimura S. (2016). Beige adipocyte maintenance is regulated by autophagy-induced mitochondrial clearance. Cell Metab..

[bib2] Bartelt A., Bruns O.T., Reimer R., Hohenberg H., Ittrich H., Peldschus K., Kaul M.G., Tromsdorf U.I., Weller H., Waurisch C. (2011). Brown adipose tissue activity controls triglyceride clearance. Nat. Med..

[bib3] Bi P., Shan T., Liu W., Yue F., Yang X., Liang X.R., Wang J., Li J., Carlesso N., Liu X., Kuang S. (2014). Inhibition of Notch signaling promotes browning of white adipose tissue and ameliorates obesity. Nat. Med..

[bib4] Bordicchia M., Liu D., Amri E.Z., Ailhaud G., Dessi-Fulgheri P., Zhang C., Takahashi N., Sarzani R., Collins S. (2012). Cardiac natriuretic peptides act via p38 MAPK to induce the brown fat thermogenic program in mouse and human adipocytes. J. Clin. Invest..

[bib5] Bostrom P., Wu J., Jedrychowski M.P., Korde A., Ye L., Lo J.C., Rasbach K.A., Bostrom E.A., Choi J.H., Long J.Z. (2012). A PGC1-alpha-dependent myokine that drives brown-fat-like development of white fat and thermogenesis. Nature.

[bib6] Crane J.D., Palanivel R., Mottillo E.P., Bujak A.L., Wang H., Ford R.J., Collins A., Blumer R.M., Fullerton M.D., Yabut J.M. (2015). Inhibiting peripheral serotonin synthesis reduces obesity and metabolic dysfunction by promoting brown adipose tissue thermogenesis. Nat. Med..

[bib7] Cypess A.M., Lehman S., Williams G., Tal I., Rodman D., Goldfine A.B., Kuo F.C., Palmer E.L., Tseng Y.H., Doria A. (2009). Identification and importance of brown adipose tissue in adult humans. N. Engl. J. Med..

[bib8] Cypess A.M., White A.P., Vernochet C., Schulz T.J., Xue R., Sass C.A., Huang T.L., Roberts-Toler C., Weiner L.S., Sze C. (2013). Anatomical localization, gene expression profiling and functional characterization of adult human neck brown fat. Nat. Med..

[bib9] Eguchi J., Wang X., Yu S., Kershaw E.E., Chiu P.C., Dushay J., Estall J.L., Klein U., Maratos-Flier E., Rosen E.D. (2011). Transcriptional control of adipose lipid handling by IRF4. Cell Metab..

[bib10] Fisher F.M., Kleiner S., Douris N., Fox E.C., Mepani R.J., Verdeguer F., Wu J., Kharitonenkov A., Flier J.S., Maratos-Flier E., Spiegelman B.M. (2012). FGF21 regulates PGC-1α and browning of white adipose tissues in adaptive thermogenesis. Genes Dev..

[bib11] Gnad T., Scheibler S., von Kugelgen I., Scheele C., Kilic A., Glode A., Hoffmann L.S., Reverte-Salisa L., Horn P., Mutlu S. (2014). Adenosine activates brown adipose tissue and recruits beige adipocytes via A2A receptors. Nature.

[bib12] Halama A., Horsch M., Kastenmuller G., Moller G., Kumar P., Prehn C., Laumen H., Hauner H., Hrabe de Angelis M., Beckers J. (2016). Metabolic switch during adipogenesis: from branched chain amino acid catabolism to lipid synthesis. Arch. Biochem. Biophys..

[bib13] Hallows W.C., Yu W., Denu J.M. (2012). Regulation of glycolytic enzyme phosphoglycerate mutase-1 by Sirt1 protein-mediated deacetylation. J. Biol. Chem..

[bib14] Hankir M.K., Cowley M.A., Fenske W.K. (2016). A BAT-centric approach to the treatment of diabetes: turn on the brain. Cell Metab..

[bib15] Hankir M.K., Klingenspor M. (2018). Brown adipocyte glucose metabolism: a heated subject. EMBO Rep..

[bib16] Harms M., Seale P. (2013). Brown and beige fat: development, function and therapeutic potential. Nat. Med..

[bib17] Hirayama A., Kami K., Sugimoto M., Sugawara M., Toki N., Onozuka H., Kinoshita T., Saito N., Ochiai A., Tomita M. (2009). Quantitative metabolome profiling of colon and stomach cancer microenvironment by capillary electrophoresis time-of-flight mass spectrometry. Cancer Res..

[bib18] Hitosugi T., Zhou L., Elf S., Fan J., Kang H.B., Seo J.H., Shan C., Dai Q., Zhang L., Xie J. (2012). Phosphoglycerate mutase 1 coordinates glycolysis and biosynthesis to promote tumor growth. Cancer Cell.

[bib19] Hui X., Gu P., Zhang J., Nie T., Pan Y., Wu D., Feng T., Zhong C., Wang Y., Lam K.S., Xu A. (2015). Adiponectin enhances cold-induced browning of subcutaneous adipose tissue via promoting M2 macrophage proliferation. Cell Metab..

[bib20] Ikegami R., Shimizu I., Sato T., Yoshida Y., Hayashi Y., Suda M., Katsuumi G., Li J., Wakasugi T., Minokoshi Y. (2018). Gamma-aminobutyric acid signaling in Brown adipose tissue promotes systemic metabolic derangement in obesity. Cell Rep..

[bib21] Isidor M.S., Winther S., Markussen L.K., Basse A.L., Quistorff B., Nedergaard J., Emanuelli B., Hansen J.B. (2020). Pyruvate kinase M2 represses thermogenic gene expression in brown adipocytes. FEBS Lett..

[bib22] Ji S., You Y., Kerner J., Hoppel C.L., Schoeb T.R., Chick W.S., Hamm D.A., Daniel Sharer J., Wood P.A. (2008). Homozygous carnitine palmitoyltransferase 1b (muscle isoform) deficiency is lethal in the mouse. Mol. Genet. Metab..

[bib23] Jiang X., Sun Q., Li H., Li K., Ren X. (2014). The role of phosphoglycerate mutase 1 in tumor aerobic glycolysis and its potential therapeutic implications. Int. J. Cancer.

[bib24] Jung S.M., Doxsey W.G., Le J., Haley J.A., Mazuecos L., Luciano A.K., Li H., Jang C., Guertin D.A. (2021). In vivo isotope tracing reveals the versatility of glucose as a brown adipose tissue substrate. Cell Rep..

[bib25] Kajimura S., Spiegelman B.M., Seale P. (2015). Brown and beige fat: physiological roles beyond heat generation. Cell Metab..

[bib26] Kanehisa M., Furumichi M., Sato Y., Ishiguro-Watanabe M., Tanabe M. (2021). KEGG: integrating viruses and cellular organisms. Nucleic Acids Res..

[bib27] Kawamoto S., Niwa H., Tashiro F., Sano S., Kondoh G., Takeda J., Tabayashi K., Miyazaki J.I. (2000). A novel reporter mouse strain that expresses enhanced green fluorescent protein upon Cre-mediated recombination. FEBS Lett..

[bib28] Kir S., Komaba H., Garcia A.P., Economopoulos K.P., Liu W., Lanske B., Hodin R.A., Spiegelman B.M. (2016). PTH/PTHrP receptor mediates cachexia in models of kidney failure and cancer. Cell Metab..

[bib29] Kondoh H., Lleonart M.E., Gil J., Wang J., Degan P., Peters G., Martinez D., Carnero A., Beach D. (2005). Glycolytic enzymes can modulate cellular life span. Cancer Res..

[bib30] Kong X., Banks A., Liu T., Kazak L., Rao R.R., Cohen P., Wang X., Yu S., Lo J.C., Tseng Y.H. (2014). IRF4 is a key thermogenic transcriptional partner of PGC-1α. Cell.

[bib31] Lee P., Smith S., Linderman J., Courville A.B., Brychta R.J., Dieckmann W., Werner C.D., Chen K.Y., Celi F.S. (2014). Temperature-acclimated brown adipose tissue modulates insulin sensitivity in humans. Diabetes.

[bib32] Lee J., Ellis J.M., Wolfgang M.J. (2015). Adipose fatty acid oxidation is required for thermogenesis and potentiates oxidative stress-induced inflammation. Cell Rep..

[bib33] Lin J.Z., Martagon A.J., Cimini S.L., Gonzalez D.D., Tinkey D.W., Biter A., Baxter J.D., Webb P., Gustafsson J.A., Hartig S.M., Phillips K. (2015). Pharmacological activation of Thyroid hormone receptors elicits a functional conversion of white to brown fat. Cell Rep..

[bib34] Ma X., Xu L., Alberobello A.T., Gavrilova O., Bagattin A., Skarulis M., Liu J., Finkel T., Mueller E. (2015). Celastrol protects against obesity and metabolic dysfunction through activation of a HSF1-PGC1α transcriptional axis. Cell Metab..

[bib35] Nagano G., Ohno H., Oki K., Kobuke K., Shiwa T., Yoneda M., Kohno N. (2015). Activation of classical brown adipocytes in the adult human perirenal depot is highly correlated with PRDM16-EHMT1 complex expression. PLoS One.

[bib36] Nguyen H.P., Yi D., Lin F., Viscarra J.A., Tabuchi C., Ngo K., Shin G., Lee A.Y.f., Wang Y., Sul H.S. (2020). Aifm2, a NADH oxidase, supports robust glycolysis and is required for cold- and diet-induced thermogenesis. Mol. Cell.

[bib37] Nie C., He T., Zhang W., Zhang G., Ma X. (2018). Branched chain amino acids: beyond nutrition metabolism. Int. J. Mol. Sci..

[bib38] Reitman M.L. (2017). How does fat transition from white to beige?. Cell Metab..

[bib39] Rogers N.H., Landa A., Park S., Smith R.G. (2012). Aging leads to a programmed loss of brown adipocytes in murine subcutaneous white adipose tissue. Aging Cell.

[bib40] Schreiber R., Diwoky C., Schoiswohl G., Feiler U., Wongsiriroj N., Abdellatif M., Kolb D., Hoeks J., Kershaw E.E., Sedej S. (2017). Cold-induced thermogenesis depends on ATGL-mediated lipolysis in cardiac muscle, but not brown adipose tissue. Cell Metab..

[bib41] Seale P., Conroe H.M., Estall J., Kajimura S., Frontini A., Ishibashi J., Cohen P., Cinti S., Spiegelman B.M. (2011). Prdm16 determines the thermogenic program of subcutaneous white adipose tissue in mice. J. Clin. Invest..

[bib58] Sharp L.Z., Shinoda K., Ohno H., Scheel D.W., Tomoda E., Ruiz L., Hu H., Wang L., Pavlova Z., Gilsanz V., Kajimura S. (2012). Human BAT possesses molecular signatures that resemble beige/brite cells. PLoS One.

[bib42] Shimizu I., Aprahamian T., Kikuchi R., Shimizu A., Papanicolaou K.N., MacLauchlan S., Maruyama S., Walsh K. (2014). Vascular rarefaction mediates whitening of brown fat in obesity. J. Clin. Invest..

[bib43] Shin H., Ma Y., Chanturiya T., Cao Q., Wang Y., Kadegowda A.K.G., Jackson R., Rumore D., Xue B., Shi H. (2017). Lipolysis in Brown adipocytes is not essential for cold-induced thermogenesis in mice. Cell Metab..

[bib59] Shinoda K., Luijten I.H., Hasegawa Y., Hong H., Sonne S.B., Kim M., Xue R., Chondronikola M., Cypess A.M., Tseng Y.H. (2015). Genetic and functional characterization of clonally derived adult human brown adipocytes. Nature medicine.

[bib44] Storey J.D., Tibshirani R. (2003). Statistical significance for genomewide studies. Proc. Natl. Acad. Sci. U S A.

[bib45] Tai T.A., Jennermann C., Brown K.K., Oliver B.B., MacGinnitie M.A., Wilkison W.O., Brown H.R., Lehmann J.M., Kliewer S.A., Morris D.C., Graves R.A. (1996). Activation of the nuclear receptor peroxisome proliferator-activated receptor gamma promotes brown adipocyte differentiation. J. Biol. Chem..

[bib46] Tan C.Y., Virtue S., Bidault G., Dale M., Hagen R., Griffin J.L., Vidal-Puig A. (2015). Brown adipose tissue thermogenic capacity is regulated by Elovl6. Cell Rep..

[bib47] Tolwani R.J., Hamm D.A., Tian L., Sharer J.D., Vockley J., Rinaldo P., Matern D., Schoeb T.R., Wood P.A. (2005). Medium-chain acyl-CoA dehydrogenase deficiency in gene-targeted mice. PLoS Genet..

[bib48] van der Lans A.A., Hoeks J., Brans B., Vijgen G.H., Visser M.G., Vosselman M.J., Hansen J., Jorgensen J.A., Wu J., Mottaghy F.M. (2013). Cold acclimation recruits human brown fat and increases nonshivering thermogenesis. J. Clin. Invest..

[bib49] Van Gaal L.F., Mertens I.L., De Block C.E. (2006). Mechanisms linking obesity with cardiovascular disease. Nature.

[bib50] Vegiopoulos A., Muller-Decker K., Strzoda D., Schmitt I., Chichelnitskiy E., Ostertag A., Berriel Diaz M., Rozman J., Hrabe de Angelis M., Nusing R.M. (2010). Cyclooxygenase-2 controls energy homeostasis in mice by de novo recruitment of brown adipocytes. Science.

[bib51] Villarroya F., Vidal-Puig A. (2013). Beyond the sympathetic tone: the new brown fat activators. Cell Metab..

[bib52] Whittle A.J., Carobbio S., Martins L., Slawik M., Hondares E., Vazquez M.J., Morgan D., Csikasz R.I., Gallego R., Rodriguez-Cuenca S. (2012). BMP8B increases brown adipose tissue thermogenesis through both central and peripheral actions. Cell.

[bib53] Wu J., Bostrom P., Sparks L.M., Ye L., Choi J.H., Giang A.H., Khandekar M., Virtanen K.A., Nuutila P., Schaart G. (2012). Beige adipocytes are a distinct type of thermogenic fat cell in mouse and human. Cell.

[bib54] Xue R., Lynes M.D., Dreyfuss J.M., Shamsi F., Schulz T.J., Zhang H., Huang T.L., Townsend K.L., Li Y., Takahashi H. (2015). Clonal analyses and gene profiling identify genetic biomarkers of the thermogenic potential of human brown and white preadipocytes. Nat. Med..

[bib55] Yanovski S.Z., Yanovski J.A. (2002). Obesity. N. Engl. J. Med..

[bib56] Yoneshiro T., Aita S., Matsushita M., Okamatsu-Ogura Y., Kameya T., Kawai Y., Miyagawa M., Tsujisaki M., Saito M. (2011). Age-related decrease in cold-activated brown adipose tissue and accumulation of body fat in healthy humans. Obesity (Silver Spring).

[bib57] Yoneshiro T., Aita S., Matsushita M., Kayahara T., Kameya T., Kawai Y., Iwanaga T., Saito M. (2013). Recruited brown adipose tissue as an antiobesity agent in humans. J. Clin. Invest..

How the deposited data were processed for this re-analysis (not part of the article)

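RNA from BAT and gWAT of Adipo-Pgam1 KO mice and littermate controls was measured on 16 arrays, 4 for each tissue and genotype. Each array holds 62976 spots, of which 59305 are not control spots and carry 56605 probes. The authors deposited 1 scanner output per array. Its processed signal is an intensity on the linear scale, from which Agilent's Feature Extraction software had subtracted the background and spatial trends, with low values raised to an error-based floor. The deposited scanner output also gives the median signal intensity of each spot and of its local background, and marks of 0 or 1 for spots that are well above background, saturated or irregular. The authors also deposited a table of normalized intensities made with GeneSpring, on the linear scale, which were checked against the averaged processed signal of a probe divided by the 75th percentile of its array. On the log2 scale they differed from it by a constant below 0.01 per array, with an SD over probes of at most 0.00264. Probes with an irregular spot can differ more, such as that of Pdha1 in gWAT. Every column of values per sample was used or compared.

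For each array, spots marked as irregular were left out, the remaining spots of a probe were averaged, and log2 of the processed signal minus log2 of the array's 75th percentile over non-control probes was taken. No spot was saturated. A probe was counted as well above background when at least 0.5 of its spots were. The files give transcript accessions without gene symbols. Of the 35886 probes with a RefSeq accession, 32994 (91.9%) were matched to a symbol through the RefSeq annotation of GRCm38, which gave 22911 symbols, and 23611 probes stayed without a symbol. Positions were not used, because the array design names another genome build. The probe with the highest mean over all 16 arrays represented a gene. Genes well above background on all 4 arrays of at least 1 group were tested, 14280 in BAT, 14149 in gWAT and 14820 for the difference between the tissues. For the 103 genes named in the text, 43 had more than 1 probe, and the other probes had the opposite sign for 1 of 42 in BAT and 3 of 40 in gWAT.

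Genotypes were compared within each tissue on its 8 arrays with limma 3.58.1 in R 4.3.3, and the difference between the tissues as an interaction on all 16 arrays. P was adjusted by the Benjamini-Hochberg method at a false discovery rate of 0.05. For the paper's statements, 14 gene lists, glycolysis, TCA cycle, oxidative phosphorylation, BCAA degradation, amino acid synthesis, fatty acid oxidation, lipogenesis, inflammatory response, thermogenic adipocytes, beige cell genes of the primer list, phosphoinositide 3-kinase/Akt core and extracellular matrix arm, mTOR signalling and autophagy, were written by hand. They were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists of a comparison. Genes with a missing value on an array of the comparison, through an irregular spot, were left out of the list tests. The text names the genes that the paper names, the 5 largest rises and 5 largest falls of each comparison past the threshold (within a tissue, without overlap between groups), and the largest rise and fall of each list. Genes ranked by size had to be well above background on all 4 arrays of both groups. Further lists for possible sources of signal were adipocyte, macrophage, T cell, B cell, endothelial, fibroblast, mesothelial, erythroid, skeletal muscle, epididymis and testis markers. Others held Atf4 with its targets, and lysosome genes. A list of genes encoded in mitochondrial DNA matched no probe. These lists, the samples' grouping, the comparisons and the alternatives were fixed before the data were examined, except 2 lists of liver genes, the liver signal as a covariate and the testing of probes without a symbol, which were chosen after seeing the data. Many tests of technical explanations were also chosen after seeing the data. The fit allowed for neither slide nor replicate number.

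The alternatives were quantile normalization, normexp background correction (offset 50) with quantile normalization, which used the median signal because the files hold no mean signal, centring on array medians, scaling by 7 spike-in probes or by Actb and Rplp0, the authors' normalized values, no filter or a stricter filter on dim probes, the mean over a gene's probes, the slide as a fixed or random block, the replicate number as a block, all 16 arrays in the fit of each tissue, limma's trend and robust options, the methods' t-test, leaving out each array in turn, and for lists fry, an estimated correlation, Fisher's exact test of 1.2-fold changes, the fold in the paper's methods, and Reactome lists from fgsea 1.28.0. The paper's enrichment analysis on KEGG terms, with all mouse genes as reference and q-values, was not rerun. Random lists matched on signal were drawn 10000 times. The methods were tested on simulated data, with independent noise drawn around each gene's mean at its residual spread. That noise held no slide effect and no correlation between genes, so real arrays can give other shares. Changes were set for 200 genes. The share of these genes recovered was 79% in BAT, 75.5% in gWAT and 62% for the difference, with 6, 4 and 6 false calls. Arrays of a group correlated at r between 0.971 and 0.994 across probes, which are not independent replicates. Tables were read with Python 3.11.15, pandas 2.3.3 and data.table 1.17.8, and figures drawn with matplotlib 3.10.9.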

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

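In this part, the tests of Pgam1 in gWAT (exchanged labels, slides, scaling, liver RNA, cells that keep the gene, and glycolytic transcripts rising together), the tests of Atf4 as a stress response and of scaling for its targets, the tests of macrophage RNA in replicate 4 and of age for the gWAT count, and the testing of probes without a symbol were chosen only after the result was seen. The rules for slides in gWAT, and for scaling of Pgam1, were made stricter once their values had been seen.

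The effect of the label Adipo-Pgam1 KO differed between the tissues. Tested as an interaction, the change in gWAT minus that in BAT passed the threshold for 7162 genes. The next largest count over the other drawn splits of the arrays was 5403, which argues against chance (1 of 100 splits as large, the real one included). With the slide as a fixed block, 3265 genes passed, so part of the count depends on an adjustment that rests on 1 control array per tissue. The paper itself contrasts the tissues. The difference between BAT and gWAT is named by the design and stays open beside that of the slides, and whether the labels of gWAT are in order bears on every direction here.

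Among the lists, the median change in gWAT minus that in BAT was 1.82 for glycolysis, 1.82 for the TCA cycle, 1.71 for oxidative phosphorylation, 2.01 for fatty acid oxidation, 1.65 for lipogenesis, 2.28 for thermogenic adipocytes and 0.62 for autophagy. For each of these 7 lists, 1 of 100 splits was as large. It was 1.48 for BCAA degradation (2 of 100 splits), -1.97 for the inflammatory response (2 of 100), 0.37 for mTOR signalling (2 of 100), -0.83 for the extracellular matrix arm of the phosphoinositide 3-kinase/Akt pathway (3 of 100) and 2.34 for the beige cell genes (4 of 100). These shares argue against chance for these lists except the extracellular matrix arm, but they were not adjusted for the number of lists. The splits were redrawn after a draw that could repeat the real split as its mirror had been seen, and the share for this arm moved across 0.05, so nothing is drawn from it. The median of all genes moves by 0.53 under Actb and Rplp0 scaling, and the medians of these lists kept their sign under each scaling tried. No biological explanation beyond the tissue was tested.

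Pgam1 was one of these differences. Its log2 change in gWAT minus that in BAT was 2.69, since it fell in BAT and was higher in the gWAT arrays labelled Adipo-Pgam1 KO. Scaling and liver RNA are argued against. Scaling of the arrays left a rise of at least 0.79, and the liver signal as a covariate left 0.95 (standard error 0.18). Other explanations stay open. An exchange of the gWAT labels cannot be told apart from a true rise. Of 49 genes changed at least 4-fold and past the threshold in both tissues, 46 ran in the same direction. Over all 1519 genes past the threshold in both tissues the balance was weaker, with 857 in the same direction and 662 in opposite directions. Genes would run together without an exchange if the tissues responded alike, but the tissues need not respond alike. The paper reports less Pgam1 protein, lower enzyme activity and more of the enzyme's substrate in gWAT of Adipo-Pgam1 KO mice. Its staining found more Ucp1-positive and Cpt1b-positive cells there. These results describe the mice, and do not tell which arrays came from which genotype. The PCR reported in the paper points both ways. It found Pgam1 lower in gWAT, as the arrays would with exchanged labels, and Cpt1b higher, as the arrays do with the labels as given (Cpt1b by 4.23 and Cidea, another beige cell gene, by 3.41). A difference between slides or scans cannot be told apart either, since the change with the slide as a fixed block was 0.75 with a standard error of 0.30, and 1 control array carries the comparison. RNA from cells that keep the gene may add to it, since the macrophage list had a median of 0.79 in gWAT, but the share of such cells is unknown. Glycolytic transcripts rising together are a candidate explanation, since 10 of 22 glycolytic enzymes changed less than Pgam1 and the others more. In BAT the Pgam1 probes changed by -1.74 and -1.65, which argues against full detection of a transcript without the deleted exons in that tissue. For gWAT, whether such a transcript is still detected was not tested.

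Some arrays stood apart from the other 3 of their group. Of 266 groups of 4 values tested, 18 had such an array. Chance sets an array apart in about 1 in 20 groups (5%), so most of these may be chance, and only a set of values on the same array is weighed. Replicate 4 of the gWAT arrays labelled Adipo-Pgam1 KO was lowest for Mdh2 (log2 intensity 7.92 against 8.57 to 8.64), Cox4i1 (8.13 against 8.54 to 8.61) and Ndufv1 (6.80 against 7.40 to 7.50), and for the means of the oxidative phosphorylation list (6.31 against 6.88 to 6.95) and the fatty acid oxidation list (5.12 against 5.64 to 5.71). The oxidative phosphorylation genes differed from the other replicates by a median of -0.60, more than random lists of the same brightness on this array (-0.34), which argues against a shift of bright genes alone. RNA from macrophages stays open, since the macrophage list was higher there by 1.51 and the genes were compared on a single array. Age also stays open, since this mouse is labelled 14 weeks. In BAT, the oxidative phosphorylation list of replicate 4, also labelled 14 weeks, differed by 0.43, in the opposite direction, but the tissues need not respond alike to age. Without the gWAT array, 3211 genes passed in gWAT, and without replicate 4 of the BAT Adipo-Pgam1 KO mice 8596 passed in BAT, so age cannot be told apart from other differences of 1 array.

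For the remaining arrays no technical or biological explanation was tested. BAT control replicate 3 was highest for the means of the TCA cycle list (8.03 against 7.92 to 7.92), the lysosome list (4.38 against 4.17 to 4.19) and the macrophage list (0.78 against -0.39 to -0.28). BAT control replicate 4 was lowest for the fatty acid oxidation list (7.62 against 7.77 to 7.79), and BAT control replicate 1 for the skeletal muscle list (-3.61 against -3.34 to -3.32). gWAT control replicate 1 was highest for Tbx1 (-0.75 against -3.66 to -3.22) and the inflammatory response list (-0.51 against -1.42 to -1.31) and lowest for the erythroid list (3.37 against 4.36 to 4.55). Among the BAT arrays of Adipo-Pgam1 KO mice, replicate 1 was lowest for Kcnk3 (4.64 against 5.23 to 5.29), replicate 3 highest for Hk1 (4.57 against 4.41 to 4.44), and replicate 4 highest for Aldoa (9.89 against 9.42 to 9.49) and for the testis list (-4.82 against -5.21 to -5.17). Replicate 1 of the gWAT arrays labelled Adipo-Pgam1 KO was lowest for Bcat1 (-0.95 against 0.23 to 0.43).

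The paper does not discuss the targets of Atf4. In BAT of Adipo-Pgam1 KO mice, 28 genes, Atf4 and its targets, had a median log2 change of 1.96 (camera, adjusted p = 6.19e-07). Among them, 20 were higher and 2 lower past the threshold. Atf4 itself, one of the genes that were higher, rose by 1.64. In gWAT, 26 genes of this list, Atf4 included, had a median of 0.61 in the arrays labelled Adipo-Pgam1 KO (camera, adjusted p = 4.64e-04). Past the threshold there, 11 were higher and none lower. Random lists of the same brightness had medians of -0.13 in BAT and 0.085 in gWAT, which argues against a shift of such genes. The lowest median over the scalings was 1.37 in BAT and 0.49 in gWAT, which argues against scaling. A difference between slides or scans cannot be told apart in gWAT, since the median with the slide as a fixed block, 0.64, rests on 1 control array. A stress response through Atf4 may account for the rise, as a hypothesis found and tested on the same data. In gWAT its direction rests on the labels, and Atf4 itself changed by only 0.034 there. The list shares 7 genes with the amino acid synthesis list and 3 with the mTOR list.

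Probes without a gene symbol, which the paper does not discuss, also changed. Past the threshold, tested by themselves, were 4811 of 9159 in BAT and 1671 of 8653 in gWAT. In BAT 1766 were higher and 3045 lower, and in gWAT 656 and 1015. What these probes detect was not tested, and no explanation was tested.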

How the results depend on the processing

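In this part, only the testing of probes without a symbol and the liver signal as a covariate were chosen after the result was seen. Counts of genes past the threshold stayed within 1.5 times the reported count in 68 of 84 alternative values. List medians kept their direction and their side of the threshold in 1112 of 1200, and named genes in 4642 of 5035. Exceptions are given by setting, but not every call that was lost or gained is listed. Unless stated, the cause was not tested.

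Scaling decides much of the balance between higher and lower genes. Relative to the 75th percentile, spike-in scaling moved the median of all genes by 0.54 in BAT and 0.44 in gWAT, and Actb and Rplp0 scaling moved it by -0.59 in BAT, because Actb and Rplp0 themselves were higher there by 0.40 and 0.78 before the scaling removed the rise. Median centring moved it by 0.12 in gWAT. For the difference between the tissues the shifts were -0.14 with quantile normalization, -0.14 with normexp, -0.10 with spike-ins and 0.53 with Actb and Rplp0. Of the genes called for the difference, 56.6% were more positive in gWAT, and 83.7% under Actb and Rplp0 scaling. Without a filter on dim probes, 31.4% of the BAT calls were higher, and with the slide as a fixed block 35.9% of the gWAT calls.

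Under quantile normalization, reversed medians were 0.10 for glycolysis in BAT, 0.0094 for the phosphoinositide 3-kinase/Akt core in BAT, -0.054 for its extracellular matrix arm in gWAT and -0.19 for the tissue difference in amino acid synthesis. Calls lost were lipogenesis (-0.38) and beige cell genes (-0.23) in BAT, and the tissue difference in mTOR signalling (0.15). Genes reversed in BAT were Aldoa (0.16, relative expression 1.11), Gapdh (0.29, 1.22) and Cs (0.046, 1.04), in gWAT Actb (0.055) and Rplp0 (-0.23), and for the difference Sqstm1 (-0.34). With normexp and quantile normalization, reversed values were glycolysis 0.11, Kcnk3 0.0050, Aldoa 0.19 (relative expression 1.14), Gapdh 0.23 (1.17) and Cs 0.095 (1.07) in BAT, the extracellular matrix arm -0.069, Actb 0.092 and Rplp0 -0.18 in gWAT, and for the difference amino acid synthesis -0.14, Tbx1 0.067 and Sqstm1 -0.22. The calls lost were the same lists, with medians of -0.44, -0.32 and 0.12.

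Median centring gave 1384 genes in gWAT and reversed the gWAT medians of BCAA degradation (0.061) and the core list (0.073), Actb in gWAT (0.12) and the difference for Tbx1 (0.076). Spike-in scaling gave 5100 genes in gWAT. It brought glycolysis in BAT past the threshold (-0.16, adjusted p = 0.0202) and lost the thermogenic list in gWAT (1.18). It reversed the core (0.38), mTOR (0.30) and autophagy (0.046) lists, Kcnk3 (0.22), Mtus1 (0.21) and Mtor (0.35) in BAT, the BCAA (0.38) and core (0.40) lists, Pgam2 (0.042) and Actb (0.44) in gWAT, and the difference in amino acid synthesis (-0.017). With Actb and Rplp0 scaling, reversed values were amino acid synthesis -0.47, Tnfrsf9 -0.040, Sqstm1 -0.21, Actb -0.19 and Atg13 -0.26 in BAT, the extracellular matrix arm -0.053 in gWAT, and the core list 0.41, Tbx1 0.52 and Actb 0.13 for the difference. Lipogenesis (-1.70) and beige cell genes (-1.28) in BAT were no longer called. The authors' normalized values changed no direction and no call of a list.

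Without a filter on dim probes, gWAT had 1138 genes past the threshold, beige cell genes in BAT were lost (-0.34), amino acid synthesis in BAT was called (0.13), and the extracellular matrix arm in gWAT was -0.0024. The stricter filter lost the tissue difference in mTOR signalling (0.29). Means over probes reversed the core (0.012) and matrix (-0.00050) lists in gWAT and the differences for Tnfrsf9 (0.075), Sqstm1 (-0.12) and Hk1 (0.071). Testing probes without a symbol too gave 13319 calls in BAT and 4084 in gWAT, since more probes were tested.

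The slide as a fixed block left 184 genes in gWAT and 3265 for the difference, lost the call of Pgam1 in gWAT (0.75), and reversed the matrix (-0.074) and autophagy (-0.053) lists and Ppargc1a (0.14) in gWAT, Tnfrsf9 in BAT (-0.010), and the differences for Tbx1 (0.26) and Sqstm1 (-0.64). As a random block, the slide brought amino acid synthesis in BAT past the threshold (0.17) and reversed the matrix list in gWAT (-0.0034), Tbx1 (0.047) and Sqstm1 (-0.055). The replicate number as a block gave 1087 genes in gWAT and 0.95 for Pgam1 in gWAT (adjusted p = 0.0514). Neither the labels nor the paper say that arrays of the same number share a mouse. After removing group means, arrays of BAT and gWAT with the numbers 1 to 4 correlated across genes at r of 0.22, 0.16, 0.18 and -0.073 in controls (-0.041 on average for unlike numbers) and 0.11, 0.11, 0.29 and -0.19 in arrays labelled Adipo-Pgam1 KO (-0.027 for unlike numbers). Numbers 1 to 3 thus went together and number 4 did not, so pairing is neither shown for all numbers nor excluded, and the difference between the tissues was fitted, and its splits drawn, without it. With the number as a block within a genotype, 6863 genes passed for this difference, 6508 of them also called without it. Between the genotypes of a tissue, which are different mice, r lay between -0.14 and 0.43. All 16 arrays in the fit gave 4040 genes in gWAT and lost the beige cell genes in BAT (-0.69). Limma's trend and robust options called amino acid synthesis in BAT (0.13). The methods' t-test gave 1618 genes in gWAT after Benjamini-Hochberg adjustment and 4673 at an unadjusted p below 0.05. The liver covariate left 2317 genes in gWAT, 2200 of them called without it, and changed no call of a list.

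Fry called glycolysis (-0.70), amino acid synthesis (0.13) and mTOR signalling (-0.25) in BAT. With the correlation estimated from 4 arrays per group, no list was called. Their medians are as reported, namely in BAT TCA cycle -1.13, oxidative phosphorylation -1.12, BCAA degradation -1.53, fatty acid oxidation -1.56, lipogenesis -1.10, inflammatory response 2.39, thermogenic genes -1.23, beige cell genes -0.69, matrix arm 1.01 and autophagy -0.50, in gWAT glycolysis 1.12, TCA cycle 0.65, oxidative phosphorylation 0.59, fatty acid oxidation 0.42, lipogenesis 0.98, thermogenic genes 0.74 and beige cell genes 1.52, and for the difference 1.82, 1.82, 1.71, 1.48, 2.01, 1.65, -1.97, 2.28, 2.34, -0.83, 0.37 and 0.62 for glycolysis, TCA cycle, oxidative phosphorylation, BCAA degradation, fatty acid oxidation, lipogenesis, inflammatory response, thermogenic genes, beige cell genes, matrix arm, mTOR signalling and autophagy. Fisher's exact test of 1.2-fold changes lost the beige cell genes in BAT (-0.69), in gWAT (1.52) and for the difference (2.34) and the difference in mTOR signalling (0.37), and called amino acid synthesis in gWAT (0.35). Reactome lists lost fatty acid oxidation in gWAT (0.10) and the difference in mTOR signalling (0.50) and reversed the core list in gWAT (0.019).

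Leaving out each array in turn, gWAT had 1080 (without replicate 1 of the arrays labelled Adipo-Pgam1 KO) to 3211 genes (without replicate 4), BAT 7884 to 8720 and the difference 6504 to 7610. Medians ranged from -0.78 to -0.65 for glycolysis in BAT (called without Adipo-Pgam1 KO replicate 1 or 4), -0.84 to -0.48 for beige cell genes in BAT (lost without Adipo-Pgam1 KO replicate 3), 0.22 to 0.54 for amino acid synthesis in gWAT, -0.16 to 0.029 for BCAA degradation in gWAT, 1.33 to 2.36 for beige cell genes in gWAT (the highest without replicate 4 of the arrays labelled Adipo-Pgam1 KO) and -0.20 to 0.16 for the matrix arm in gWAT. Genes that changed sign were Pgam2 (-0.94 to 0.037), Prdm16 (-0.067 to 0.21) and Actb (-0.13 to 0.077) in gWAT, and Tbx1 (-0.33 to 0.64) and Sqstm1 (-0.067 to 0.26) for the difference. None of these genes was past the threshold in the comparison named. Of the calls of single genes, those of Mdh2, Ndufa5 and Uqcrc1 in gWAT were each lost in 6 of 8 such fits, and that of Thbs1 in BAT in 5 of 8.

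Signal over background limits which genes can be compared. Between 50.0% and 62.2% of probes were well above background on an array, the lowest on replicate 4 of the gWAT arrays labelled Adipo-Pgam1 KO, where a signal had to reach 65.8 to count, against 22.0 to 39.4 on the others. Ucp1, Tnfrsf9 and Tmem26 were too dim to test in gWAT, and Tbx1 and Tmem26 in BAT.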

Differences from the paper's values

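No test in this part was chosen after the result was seen, but the values of Fig. 2 were read by eye from the picture after those computed here were known. Most readings were at first typed with those values in view, and several lay nearer to them than the picture does, so all 40 were discarded and measured again on the picture. The paper's relative expression of 40 enzymes and tissues in Fig. 2 was compared with the ratio of group means here, and with the settings reported none of the 40 differed by more than the spread between replicates and 1.5 times (largest ratio 1.25). None differed with the authors' normalized values, median centring or ratios of group medians either. By the same measure, 14 differed under quantile normalization, 14 with normexp, 10 with spike-in scaling, 5 with Actb and Rplp0 scaling and 1 with means over probes. Of the readings, 23 were taken at a box's centre line and 17 at the middle of a box whose line was not visible. The gWAT panel of Fig. 2C has more ticks than labels on its axis, and Atp5a1, for example, is about 1.5 in Fig. 2C, read by eye by the labels, and about 1.8 in Fig. 2C, read by eye by the ticks, against 1.74 here.

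The paper shows lower Pgam1 transcripts in gWAT of Adipo-Pgam1 KO mice (Fig. 1B, by PCR). It also reports less Pgam1 protein and lower enzyme activity there. On the arrays, Pgam1 in gWAT was higher in those labelled Adipo-Pgam1 KO, by 0.95 on the log2 scale, and between 0.75 and 1.39 over all alternatives, so no setting gave a fall.

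Fig. 2 marks Idh3g and Cox4i1 in gWAT as significantly higher. Here Idh3g changed by 0.51 (standard error 0.19, adjusted p = 0.0895) and Cox4i1 by 0.47 (standard error 0.16, adjusted p = 0.0819), neither past the threshold. Idh3g in gWAT passed with normexp and quantile normalization (adjusted p = 0.0389), spike-in scaling (0.00161), Actb and Rplp0 scaling (0.0437), all 16 arrays in the fit (0.0309), without replicate 4 of the arrays labelled Adipo-Pgam1 KO (0.0277) and in the methods' t-test without adjustment, used in place of limma (unadjusted p = 0.0374). Cox4i1 in gWAT passed with spike-in scaling (adjusted p = 0.00187), Actb and Rplp0 scaling (0.0291), all 16 arrays in the fit (0.0232), without that replicate (0.0343) and in the methods' t-test in place of limma (unadjusted p = 0.0268).

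The paper states that the degradation of BCAA was lower in gWAT. The list had 15 lower and 13 higher genes, with a median of -0.061 (adjusted p = 0.542), and no alternative called the gWAT bcaa degradation list lower, the smallest adjusted p being 0.0530 with quantile normalization. The list shares genes with the fatty acid oxidation and TCA cycle lists, most of which were higher in gWAT, and was not tested without them. Only lists written by hand or taken from Reactome were tested, and the paper's enrichment on KEGG terms was not rerun.

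The paper states that synthetic enzymes were higher in gWAT along with branched chain amino acids. The list for amino acid synthesis had a median of 0.35 (adjusted p = 0.128). It was called higher by Fisher's exact test of 1.2-fold changes (adjusted p = 0.0132), and the gWAT amino acid synthesis list was called in camera without control replicate 2 (0.0355) or without replicate 4 of the arrays labelled Adipo-Pgam1 KO (0.0425). Over all alternatives, its adjusted p ranged from 0.0132 to 0.691.

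The paper states that the phosphoinositide 3-kinase/Akt pathway was higher in gWAT. The core list had a median of -0.048 (adjusted p = 0.245) and the extracellular matrix arm a median of 0.0051 (adjusted p = 0.551), and no alternative called either list higher. Here too, the paper's enrichment on KEGG terms was not rerun.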

Other observations

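In this part, the tests of bright spots, slides in gWAT, adipocyte share, macrophage RNA, scaling for liver transcripts, epididymis RNA and skeletal muscle RNA, and the liver covariate, were chosen only after the result was seen, and the rule for slides was made stricter then.

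For BAT, chance can be excluded as the source of the count of genes past the threshold (1 of 35 splits of the arrays as large, the real one included) and of 12 list medians (1 of 35 each), those of glycolysis, TCA cycle, oxidative phosphorylation, BCAA degradation, fatty acid oxidation, lipogenesis, inflammatory response, thermogenic adipocytes, beige cell genes, the extracellular matrix arm, mTOR signalling and autophagy. It cannot be excluded for amino acid synthesis (5 of 35) and the phosphoinositide 3-kinase/Akt core (3 of 35). For gWAT, chance can be excluded for the count (1 of 35) and for glycolysis, the TCA cycle, lipogenesis, thermogenic adipocytes and beige cell genes (1 of 35 each). It cannot be excluded for oxidative phosphorylation (2 of 35), fatty acid oxidation (3), amino acid synthesis (4), autophagy (4), the core list (6), mTOR signalling (10), the inflammatory response (12), BCAA degradation (16) and the matrix arm (32). For the difference between the tissues it cannot be excluded for amino acid synthesis (99 of 100), while 3 of 100 splits were as large for the core list.

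The other split as large for oxidative phosphorylation in gWAT sets control replicates 1 to 3 and replicate 4 labelled Adipo-Pgam1 KO against the rest, which nearly follows the slides, and it is also among the splits as large for fatty acid oxidation. List medians were compared as distances from the median of all genes. With the slide as a fixed block, the list median was 0.36 (adjusted p = 5.92e-06), that of glycolysis 1.07 (adjusted p = 1.05e-07) and that of the TCA cycle 0.47 (adjusted p = 0.00147). A difference between slides or scans cannot be told apart from genotype for these 3 lists, since the adjustment rests on the single control array on that slide. Over all genes, 184 passed in gWAT with this block, and slide and genotype cannot be told apart there either, because the single control array on that slide raises the standard errors. The direction in gWAT rests on the labels, in which Pgam1 is higher in the Adipo-Pgam1 KO arrays.

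The BAT arrays of Adipo-Pgam1 KO mice had more signal than the control arrays, and bright genes fell as a whole in the normalized values. Random lists of the same brightness had median changes of -0.53 for glycolysis, -0.73 for the TCA cycle and -0.68 for oxidative phosphorylation. The observed medians, -0.70, -1.13 and -1.12, stood at the 22.4, 1.43 and 0 percentile of those lists. The fall of glycolysis is thus in line with a shift of all bright genes, whereas those of the TCA cycle and oxidative phosphorylation exceeded it. Bright spots held back on the arrays with more signal are argued against as the whole cause for oxidative phosphorylation, since in genes with a bright and a dim probe the change of the brighter one differed by a median of -0.040 only (95% interval over resampled genes -0.072 to -0.0031), a small excess. This was not tested for glycolysis, where single genes depend on the probe. The brightest probe, which represents the gene, fell by more than the other probes for Gapdh (-0.70 against -0.46 to -0.18). The same held for Pkm (-0.90 against -0.34), Eno1 (-0.79 against -0.36), Ldha (-0.92 against -0.68) and Cs of the TCA cycle (-0.86 against -0.26). The falls of these genes may therefore be overstated. For Idh3g (-1.61 against -1.96) and Sdhb (-1.10 against -1.29), also of the TCA cycle, the brightest probe fell by less than the other. A shift of cell types or of total RNA as the reason for the fall of bright genes was not tested.

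Markers of cell types moved apart in BAT of Adipo-Pgam1 KO mice. The median log2 change was 2.94 (adjusted p = 3.53e-09) for macrophages, 1.37 (adjusted p = 0.0149) for T cells, 1.36 (adjusted p = 1.10e-04) for fibroblasts, 0.17 (adjusted p = 0.866) for B cells, -0.26 (adjusted p = 0.547) for endothelial cells, -0.22 (adjusted p = 0.899) for erythroid cells, 2.605 (adjusted p = 0.130) for skeletal muscle, -0.49 (adjusted p = 0.512) for testis and -1.12 (adjusted p = 1.56e-05) for adipocytes. A lower share of adipocytes alone would raise the markers of every other type alike, so the endothelial list (-0.26) argues against it as the whole cause of the higher inflammatory response. More RNA from macrophages is a candidate explanation, with the macrophage list higher by 2.94, either from more cells or from more transcript per cell. In gWAT the medians in the arrays labelled Adipo-Pgam1 KO were 0.79 (adjusted p = 0.00266) for macrophages, 0.0034 (adjusted p = 0.383) for T cells, -0.046 (adjusted p = 0.539) for fibroblasts, -0.43 (adjusted p = 0.117) for B cells, -0.0052 (adjusted p = 0.619) for endothelial cells, -0.096 (adjusted p = 0.539) for mesothelial cells, -0.24 (adjusted p = 0.327) for erythroid cells, -0.34 (adjusted p = 0.290) for skeletal muscle, -1.35 (adjusted p = 0.174) for testis and -0.16 (adjusted p = 0.0672) for adipocytes. The call of the macrophage list in gWAT was not held by fry (adjusted p = 0.200). For testis in BAT, fry made a call that camera did not (adjusted p = 0.00479). Lysosome genes had a median of 0.22 (adjusted p = 0.0776) in BAT, where fry called them (adjusted p = 7.84e-04), with 12 genes higher and 4 lower past the threshold, and 0.53 (adjusted p = 7.27e-04) in gWAT, the latter not held by fry (adjusted p = 0.0577). Too few epididymis markers were measured in either tissue, and too few mesothelial markers in BAT, to test them as lists.

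Liver transcripts stood at very different levels on the gWAT arrays. The mean log2 intensity of 32 liver genes, a list written after the liver transcripts were seen, was 4.89 in control replicate 2 and -3.95 in replicate 1 of the arrays labelled Adipo-Pgam1 KO. All 32 were highest in the former and 27 lowest in the latter, and the signal of Alb, the most abundant, was 169840 and 1351. Of the 32, 13 were well above background on all 8 gWAT arrays and 7 on all 8 BAT arrays. The median range over the gWAT arrays was 8.96 for liver genes and 0.95 for all tested genes, which argues against scaling. In a second list of liver genes, 21 of 26 were highest in the same array, against a share of 12.5% by chance, so liver RNA in some gWAT samples is a candidate explanation. The second list had at first shared 6 genes with the first, which were taken out after the result with them, 27 of 32, had been seen. The mean of the liver genes did not differ between the genotypes (-0.069, two-sided exact permutation test, p = 0.971). No biological explanation was tested.

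Epididymis transcripts were well above background on some gWAT arrays, with at most 9 of 14 markers on 1 array and up to 2 on a BAT array. Epididymis RNA in gonadal fat may account for it, but its markers did not all go together. Gpx5 had a log2 intensity of 1.28 in gWAT control replicate 1 and -6.49 in replicate 3, but also 0.44 in BAT control replicate 2. Lcn5 was well above background on 2 gWAT arrays and Crisp1 on none, so epididymis RNA cannot be told apart from signal of other origin. Skeletal muscle transcripts stood out in BAT replicate 1 of Adipo-Pgam1 KO mice, with 18 of 20 markers highest there. The mean of the list was 2.1002 there, -0.40 in replicate 3 and -3.30 in replicate 2. Of the 20, 10 were well above background on all 8 BAT arrays. Skeletal muscle RNA in the sample is a candidate explanation, and no biological one was tested. Without replicate 1, Pgam2, the muscle isoform, which was well above background on 3 of 4 control arrays and changed by 2.36 (standard error 0.99, adjusted p = 0.0671) in BAT, changed by 1.39.

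Some lists belong to no statement about the arrays. In BAT of Adipo-Pgam1 KO mice, BCAA degradation had a median of -1.53 (adjusted p = 2.77e-09), with 27 of 28 genes lower past the threshold, while Bcat1 rose by 2.99. Beige cell genes had -0.69 (adjusted p = 0.0324), the extracellular matrix arm 1.01 (adjusted p = 6.41e-06) and autophagy -0.50 (adjusted p = 0.00168), the last with a median of 0.046 under spike-in scaling. Amino acid synthesis, with a median of 0.13, was not called (adjusted p = 0.159) and was -0.47 under Actb and Rplp0 scaling, while Psat1 rose by 4.89. The phosphoinositide 3-kinase/Akt core had a median of -0.17 but a mean of 0.28 (adjusted p = 0.883), and its median was 0.38 under spike-in scaling. The mTOR list had -0.25 (adjusted p = 0.229) and was 0.30 under spike-in scaling. In gWAT, the mTOR list had a median of 0.13 (adjusted p = 0.156), autophagy 0.20 (adjusted p = 0.251; -0.053 with the slide as a fixed block) and the inflammatory response 0.22 (adjusted p = 0.913). For the difference between the tissues, amino acid synthesis had a median of 0.084 and a mean of -0.42 (adjusted p = 0.517) and the core list -0.12 (adjusted p = 0.361).

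The largest rises of single genes in BAT of Adipo-Pgam1 KO mice were those of Raet1e (5.85), Cbr3 (5.74), Gadd45a (5.22), Lcn2 (5.16) and Lgals3 (5.05), and the largest falls those of Cyp2b10 (-4.60), Cyp2b9 (-4.36), Nat8l (-4.08), Gm15471 (-4.01) and Vat1l (-3.93). In gWAT, beside Cox6a2, Cpt1b and Otop1, the last on 1 of 2 probes only, the largest rises in the arrays labelled Adipo-Pgam1 KO were those of Mreg (4.78) and Slc2a5 (4.58), and the largest falls those of D430019H16Rik (-4.35), Slc2a12 (-3.26), Ripk4 (-3.15), Nnat (-3.10) and Slc9b2 (-3.08). Adipoq, the gene of the promoter that drives Cre, changed by -2.005 in BAT (adjusted p = 3.58e-05) and -0.89 (standard error 0.21, adjusted p = 0.0235) in gWAT, a call lost in 4 of 8 fits that left out an array.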
